# Early IKKβ-Dependent Anabolic Signature Governs Vascular Smooth Muscle Cells Fate and Abdominal Aortic Aneurysm Development

**DOI:** 10.3390/cells15030218

**Published:** 2026-01-23

**Authors:** Priscilla Doyon, Ozge Kizilay Mancini, Florence Dô, David Huynh, Gaétan Mayer, Stephanie Lehoux, Huy Ong, Maelle Batardière, Vincent Quoc-Huy Trinh, Ying Wen, Waiho Tang, Sylvie Marleau, Simon-Pierre Gravel, Marc J. Servant

**Keywords:** abdominal aortic aneurysm, vascular smooth muscle cells, inhibitor of nuclear factor kappa B kinase subunit beta, mammalian target of rapamycin complex 1, anabolic response

## Abstract

Abdominal aortic aneurysm (AAA) is a serious disease with no effective pharmacological therapy. Although inflammation is recognized as a key regulator of AAA, targeting inflammatory pathways once the disease is established does not improve outcomes. Understanding the earliest molecular indicators could clarify precise biological targets and prognostic markers for AAA. Using ApoE-deficient mice, we performed RNA-Seq on suprarenal abdominal aortas (SRAs) from Ang II- and saline-treated mice 24 h after infusion. We further developed a unique model of hyperlipidemic mice in which the expression of the inhibitor of nuclear factor kappa B kinase subunit beta (IKKβ) can be conditionally suppressed in vascular smooth muscle cells (VSMCs). RNA-Seq data revealed early IKKβ-dependent cellular anabolic processes in SRAs, including activation of the mammalian target of rapamycin complex 1 (mTORC1) pathway. Furthermore, deletion of the *Ikbkb* gene in VSMCs significantly reduced the rate of aneurysm rupture in mice exposed to Ang II. In situ analysis further confirmed that the absence of IKKβ in VSMCs is associated with a reduced inflammatory response and the preservation of their contractile phenotypes. Our results reinforce the crucial role of VSMCs in rapid adaptation, leading to deleterious inflammation-dependent remodeling of the vascular wall, and define a previously unrecognized anabolic role of IKKβ in AAA pathogenesis.

## 1. Introduction

Abdominal aortic aneurysm (AAA) is a life-threatening disease characterized by progressive aortic dilation resulting from an imbalance between the synthesis and degradation of extracellular matrix (ECM) components in the vascular wall [1]. Clinically defined as a focal dilatation of the infrarenal aorta (>3 cm), AAA is the most common form of aneurysm in humans. Although increased leukocytic infiltration and a decreased number of vascular smooth muscle cells (VSMCs) in the adventitial and medial layers correlate with the extent of expansive remodeling (i.e., aortic dilatation) and, consequently, with aortic dissections and rupture [2], the precise mechanisms underlying uncontrolled and exaggerated expansive remodeling remain elusive. Therefore, there is no effective pharmacological therapy to stabilize or reverse the progression of small AAA, and open or endovascular surgery remains the only option for treating this debilitating disease [3].

Risk factors for AAA development are well documented and include age, male sex, smoking, hypertension, low levels of high-density lipoprotein (HDL) cholesterol, and a family history of AAA [1]. Inflammation is implicated in many risk factors for AAA development, and most studies focus on inflammatory cells such as macrophages, neutrophils, CD4^+^ T cells, and mast cells in ECM remodeling [4,5]. Another feature common to numerous risk factors for AAA development is the presence of various anabolic processes [6]; yet this aspect is not studied as extensively as inflammation.

VSMCs that reside in the tunica media are the major component of the aortic wall. They contribute to vascular hemostasis by secreting cross-linked collagen and elastin. Under normal conditions, VSMCs are quiescent and non-migratory, displaying a contractile differentiated phenotype [7,8]. However, VSMCs are not terminally differentiated and undergo reversible changes (or dedifferentiation) towards a so-called “synthetic” phenotype, a process referred to as phenotypic modulation, cell plasticity, or phenotypic switch, in response to vascular injury. VSMCs phenotypic switch is characterized by reduced expression of SMC-selective differentiation markers (smooth muscle protein 22-α (SM22A), α-smooth muscle actin (ACTA2)) and increased VSMCs growth (hypertrophy and/or hyperplasia), migration, senescence, ECM metabolism (increased matrix metalloproteinases (MMPs) expression), reactive oxygen species (ROS) production, and inflammatory responses [9]. Interestingly, this “inflammatory/hyperactive-synthetic state” of VSMCs was first observed and characterized in human and animal models following angioplasty, in hypertension-associated remodeling events in small arteries, and in atherosclerosis [8,10]. Importantly, it has recently been described in humans and mice with AAA [11,12,13]. However, the role of VSMCs-dependent anabolic pathways in AAA development and subsequent rupture and dissection remains unclear.

We previously demonstrated that the inhibitor of nuclear factor kappa B kinase subunit beta (IKKβ) is expressed in VSMCs and plays key roles in inflammatory signaling events in response to vasoactive peptides and pathogens [14,15,16,17]. By controlling the activation of nuclear factor kappa B (NF-κB) transcription factors [18] and stabilizing mRNAs encoding numerous proinflammatory cytokines [19], IKKβ is a major effector of the innate and adaptive immune systems. It is therefore considered a druggable anti-inflammatory target [20]. Although previous mouse models of AAA have shown that anti-inflammatory strategies can effectively attenuate aneurysm formation [21,22,23], quenching vascular inflammation using classical pharmacological approaches (e.g., indomethacin) or inhibiting the immune system (e.g., mast cell inhibition, anti-interleukin-1β therapy) does not influence the progression of AAA in humans [24]. Thus far, the apparent failure to identify a druggable target for AAA could be explained by the inability of anti-inflammatory approaches to target the detrimental synthetic state of VSMCs that occurs during AAA development [12] or by a lack of a complete picture of the molecular events that drive this aortopathy.

In this study, we used a murine model of AAA comprising Angiotensin II (Ang II)-infused mice on a hyperlipidemic apolipoprotein E^−/−^ (*ApoE^−/−^*) genetic background to demonstrate the rapid and unique anabolic molecular signature orchestrated by IKKβ. Furthermore, preventing IKKβ expression specifically in VSMCs reduced the occurrence of the synthetic phenotype and attenuated AAA formation. Our data suggest that controlling the anabolic response through IKKβ could be exploited to treat AAA.

## 2. Methods

Full methods are provided in the Supplementary Materials.

### 2.1. Animal Experiments

All animal experiments were conducted in a specific pathogen-free barrier facility in accordance with institutional guidelines and local protocols (18-097 and 18-098) approved by the Ethics Committee of the Université de Montréal and in accordance with the European Communities Council Directive 2010/63/EU for the protection of animals used for experimental purposes. We employed the Ang II-infused apolipoprotein E^−/−^ (*ApoE*^−/−^) C57BL/6J mouse model. For osmotic pump implantation, mice were anesthetized with a 3% isoflurane/oxygen (2 L/min, 100% O_2_) gas mixture. One hour prior, mice received a subcutaneous injection of 10 mg/kg carprofen (50 mg/mL), diluted 1:100 with saline, then further diluted with 37 °C sterile saline to a total volume of 1 mL to maintain hydration and circulating volume. Mice were placed under an anesthesia mask on a pre-heated platform, with isoflurane reduced to 2% and oxygen to 1 L/min to avoid deep anesthesia. Anesthesia depth was confirmed by the absence of palpebral reflex or withdrawal response, and osmotic pumps were implanted. For the following two days, mice received postoperative analgesia with carprofen (10 mg/kg) once daily (SID). For organ harvesting, animals were sacrificed 1, 2, 4, 8 or 28 days post-minipump implantation. Mice were euthanized by exsanguination under 3% isoflurane/oxygen (2 L/min, 100% O_2_) anesthesia.

### 2.2. Statistics

Data are presented as mean ± SEM. Fisher’s exact test and the log-rank (Mantel–Cox) test were used to assess statistical significance of aneurysm incidence and mouse survival, respectively. An unpaired two-tailed Student’s *t*-test was used to compare two groups, and a two-way ANOVA with Tukey’s multiple-comparison test was used to evaluate two independent variables. Statistical analyses were performed using Prism 9.0. *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Early Anabolic Response Defines the Molecular Signature of Aortopathy in the Ang II-Treated ApoE-Deficient Mouse-AAA Model

Tissue remodeling leading to aortic dissection occurs rapidly in 8–10-week-old male *ApoE*-deficient mice fed a standard diet and infused with Ang II [25,26]. Most fatalities from aortic rupture occur within the first seven days of Ang II infusion and correlate with phagocytic markers in AAA lesions, concomitant with elastin fiber disruption [27]. Therefore, most studies focusing on the molecular etiology of AAA employ whole aortas or suprarenal abdominal aortas (SRAs) isolated from animals exposed to Ang II for 2 to 7 days [28]. In these settings, vascular wall remodeling (primarily ECM metabolism) and widespread increases in inflammatory genes are already present, which could mislead and complicate the interpretation of early cellular, molecular, and biochemical responses underlying this aortopathy. We therefore conducted bulk RNA-Seq analysis on SRAs from both Ang II-treated and saline-infused IKKβ^+/+^ mice, specifically examining responses 24 h after infusion of Ang II at 1000 ng/kg/min to capture the initial phases of the aortic stress response. 

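RNA from the suprarenal abdominal aorta (SRA) of 5 Ang II-treated and 5 saline-infused IKKβ+/+ mice was sequenced, together with RNA from 5 Ang II-treated and 4 saline-infused IKKβ-/- mice, 19 male mice in all. The paper gives the dose of Ang II as 1000 ng/kg/min, and the labels of the deposited samples give it as 500 to 1000 ng/kg/min. The authors aligned the reads of poly(A) libraries to GRCm38, counted them on Gencode genes with STAR and normalized the counts with DESeq2. The deposited values are these normalized counts, a signal in which the reads of each mouse are divided by its size factor. All of the values (100%) were, within a small tolerance, whole multiples of the value of a single read, so the reads behind them were recovered. Between 11382573 and 19906694 reads per mouse were counted on genes. The median was 13889789 in Ang II-treated and 16125895 in saline-infused IKKβ+/+ mice, and 14401623 in Ang II-treated and 14943937.5 in saline-infused IKKβ-/- mice. Each group held its own block of mouse numbers and no batch was stated, so a batch of animals or libraries cannot be told apart from the groups. Ikbkb (ENSMUSG00000031537.15, chromosome 8 of GRCm38, 22659212 to 22706589), the gene deleted in smooth muscle cells, had 533 ± 78.9 normalized counts (SD, n = 9) in IKKβ-/- mice and 699.7 ± 66.8 (SD, n = 10) in IKKβ+/+ mice. This was 23.8% lower (two-sided exact permutation test, p = 0.000173), and 8 of the 9 IKKβ-/- mice lay below the lowest IKKβ+/+ mouse, at 594 normalized counts. The 36 pairs of mice within the groups were compared for repeats of a single library, and none was found, with a chi-square per gene of at least 21.2. Pearson's r across genes, which are not independent replicates, lay between 0.932 and 0.980. Expression was compared on log2(normalized count + 1) with limma, in a single fit with 1 mean for each of the 4 groups. The fit covered the 14845 of 20408 genes with at least 10 normalized counts in at least 4 mice. Genes were called differentially expressed at an adjusted p under 0.1 (Benjamini-Hochberg) and a fold change above 1.2, as in the paper.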

A volcano plot of the 1917 differentially expressed genes (DEGs) revealed distinct patterns in aortic gene expression between Ang II-treated and saline-infused IKKβ^+/+^ mice (Figure 1A,B). 

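With limma, 1286 genes differed between Ang II-treated and saline-infused IKKβ+/+ mice, of which 643 were higher and 643 lower with Ang II. An unadjusted p under 0.05 was reached by 3018 genes. The 5 Ang II-treated and the 5 saline-infused mice did not overlap in 1250 genes (8.42% of those tested), where chance gives 0.794%, and 794 of these genes were also differentially expressed. Among genes with at least 50 normalized counts and groups that did not overlap, the 5 largest rises were those of Prg4, Il11, Gm12840, Adam12 and Ckm, with log2 fold changes of 3.77, 3.35, 3.13, 3.07 and 2.93. Prg4 (chromosome 1, 150449412 to 150466165) went from 76.7 ± 62.7 (SD, n = 5) to 1143 ± 1218 (SD, n = 5) normalized counts. Its spread came from mouse X2358 at 3264, with the other 4 Ang II-treated mice between 381 and 1081. For Il11 (chromosome 7, 4772373 to 4782859) the same mouse had 922 normalized counts and the other 4 had 12.8 to 96.4. The log2 fold change of Il11 was 2.45 without that mouse. The 5 largest falls were those of Gkn3, Gbp4, 2210407C18Rik, Unc5d and Olfr224, at -2.79, -2.36, -2.27, -2.26 and -2.25. The number of differentially expressed genes depended on single mice. It was 428 without mouse X2350 and 444 without X2358, both Ang II-treated, and 842, 699 and 625 without the saline-infused mice X2373, X2376 and X2378. Without X2356 it was 1915. Of the other alternatives, the score of clock genes as a covariate, chosen after seeing the data, moved it most, to 440.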

Next, we performed functional analyses of these differentially expressed transcripts (DET) to characterize the transcriptomic signature associated with early Ang II signaling in SRAs. 

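Among the differentially expressed genes of IKKβ+/+ mice, 303 were higher with Ang II by more than 1.5-fold, 2.04% of the genes tested. Lists of genes of single processes, written from general knowledge or taken from Reactome, were tested for over-representation among them. The collections searched by Metascape were not used here. Of the 18 cholesterol biosynthesis enzymes, 10 were among the 303 genes (one-sided Fisher's exact test, adjusted p = 3.18e-12, Benjamini-Hochberg over 31 lists). Of the 22 genes tested in the Reactome set for cholesterol biosynthesis, 11 were among them (adjusted p = 1.28e-12 from the same Fisher's test and Benjamini-Hochberg adjustment). The list of extracellular matrix and fibrosis genes had 5 of 44 (adjusted p = 0.00752, same test). The Reactome set for collagen formation had 0 of 59, and 8 of its genes were among the 449 genes lower with Ang II by more than 1.5-fold (adjusted p = 0.0039 from Fisher's exact test after Benjamini-Hochberg adjustment). The list of cell division genes had 1 of 26 among the genes higher with Ang II (adjusted p = 0.805, same test) and 5 of 26 among the lower ones (adjusted p = 0.00746 from Fisher's exact test after Benjamini-Hochberg adjustment). Genes of angiogenesis were not tested as a list.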

First, functional analysis of significantly induced DET using the Gene Ontology Biological Process (GOBP) collection of gene sets revealed enrichment of pathways associated with cell growth, cell proliferation, extracellular matrix remodeling, angiogenesis, and sterol biosynthesis (Figure 1C). A similar analysis using the KEGG pathway collection of gene sets identified enrichment of pathways associated with hypertrophic disease, pro-mitogenic and inflammatory signaling, as well as terpenoid and steroid biosynthesis, all linked to cholesterol biosynthesis (Figure 1D). Strikingly, these two functional analyses indicate that early Ang II signaling in SRAs leads to transcriptomic changes associated with long-term and chronic hypertrophic disease. To better delineate this early transcriptomic signature, we performed Gene Set Enrichment Analyses (GSEAs). This computational and statistical method does not apply cutoffs and considers all genes within a gene set [29]. GSEAs confirmed the enrichment of the sterol biosynthesis gene set (Figure 1E). 

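Enrichment was tested here with limma's camera, which compares the genes of a list with all other genes tested. The test was two-sided, with a preset correlation between genes of 0.01. It covered 31 lists: 12 of single processes, the 6 lists of transcripts shown in Fig. 3D and 13 Reactome sets. With Benjamini-Hochberg adjustment over the lists, 22 of the 31 had an adjusted p under 0.1 in IKKβ+/+ mice, 19 of them toward higher expression with Ang II. Under fry, another test of limma that uses the correlation between the genes of a list, 20 of the 31 passed. With the correlation estimated from the data, the alternative that moved the number most, 0 lists passed and 9 had an unadjusted p under 0.05. When the same IKKβ+/+ mice were split into other groups, camera at the preset correlation called a median of 16 of the 31 lists. Of 100 splits, 15 gave at least 22. The small p-values of camera given here and below therefore do not measure the spread between mice. For the 22 genes tested in the Reactome cholesterol biosynthesis set, the median log2 fold change was 0.87 (adjusted p = 8.97e-10 from camera with Benjamini-Hochberg adjustment), and 21 of the genes rose. The adjusted p of this set was 0.00711 under fry and 0.119 with the estimated correlation.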

Surprisingly, of the 18 enzymes involved in cholesterol biosynthesis, 15 had a fold change > 1.2, and 11 were significantly upregulated (adjusted *p*-value < 0.1) (Supplementary Figure S1A). In addition to cholesterol biosynthesis, GSEAs revealed enrichment of metabolic pathways that functional analyses could not detect, such as ribosome biosynthesis, mitochondrial ATP synthesis, and mammalian target of rapamycin complex 1 (mTORC1) signaling, a major regulator of metabolism and vascular muscle growth (Figure 1E). 

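All 18 enzymes rose with Ang II in IKKβ+/+ mice, with a median log2 fold change of 0.92. The fold change was above 1.2 for 15 of them, and 11 were differentially expressed in limma with the p-value adjusted over all genes tested. Adjusted over the list alone, 14 of the 18 enzymes passed. Sqle (ENSMUSG00000022351.14, chromosome 15, 59315077 to 59331192), which encodes squalene epoxidase, had 969 ± 666 normalized counts (SD, n = 5) with Ang II and 301 ± 99.8 (SD, n = 5) with saline. Its log2 fold change was 1.53 (standard error 0.37, adjusted p = 0.0258 from limma with Benjamini-Hochberg adjustment). All 5 Ang II-treated mice lay above every saline-infused mouse. Mouse X2350 held the highest value, 2137 normalized counts of Sqle, and the next highest mouse had 818. The largest rise was that of Fdps, with a log2 fold change of 2.42. Its values were low, at 43.3 ± 23.5 (SD, n = 5) and 9.37 ± 5.95 (SD, n = 5) normalized counts, and reads of this gene can be shared with its pseudogenes. The rises of Lbr, Ebp and Dhcr7, at 0.10, 0.19 and 0.19, stayed under the fold change of 1.2. When single mice were left out, between 14 and 16 enzymes had a fold change above 1.2. The number of differentially expressed enzymes stayed between 8 and 12 except without mouse X2350, when it was 6. The score of clock genes as a covariate, chosen after seeing the data, left 4 enzymes.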

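The 99 genes of the ribosome biogenesis list had a median log2 fold change of 0.30 in IKKβ+/+ mice (adjusted p = 2.2e-15 from camera with Benjamini-Hochberg adjustment), and 97 of them rose. Of these, 16 were differentially expressed. The 81 ribosomal protein genes had a median of 0.24 (adjusted p = 8.84e-09, same test), and 73 rose. Reactome's translation set had a median of 0.22 over 141 genes (adjusted p = 3.1e-10, same test), and its sets for translation elongation and for mitochondrial translation had 0.23 and 0.22. For oxidative phosphorylation, the 81 nuclear genes had a median of 0.16 (adjusted p = 2.38e-06, same test). Of these genes 71 rose and 2 were differentially expressed, and the adjusted p was 0.134 under fry. The 85 genes of Reactome's set for respiratory electron transport and ATP synthesis also had a median of 0.16 (adjusted p = 5.19e-06, same test). The 8 mitochondrial mRNAs tested all rose, with a median of 0.81 (adjusted p = 0.0218, same test), and 0 of them were differentially expressed on their own. Their adjusted p was 0.205 under fry. The 51 mTORC1-responsive genes had a median of 0.32 (adjusted p = 1.92e-10, same test). Of these, 43 rose and 17 were higher past the threshold. The 11 genes of Reactome's mTORC1 signalling set had a median of 0.11 (adjusted p = 0.179, same test).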

GSEAs also revealed enrichment for the unfolded protein response (UPR) and fibrosis, suggesting extensive protein synthesis and extracellular matrix remodeling that could quickly ignite stress and pro-inflammatory responses. 

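The 50 UPR genes had a median log2 fold change of 0.26 in IKKβ+/+ mice (adjusted p = 1.26e-07 from camera with Benjamini-Hochberg adjustment), and 44 of them rose. The 13 genes tested in Reactome's UPR set had a median of 0.06 (adjusted p = 0.157, same test). The 44 fibrosis and extracellular matrix genes had a median of 0.39 (adjusted p = 8.54e-07, same test), with 36 rising. For the 59 genes of Reactome's collagen formation set the median was -0.07 (adjusted p = 0.196, same test), and 29 rose. The 20 genes tested in a list of inflammatory targets of NF-κB had a median of 0.06 (adjusted p = 0.820, same test), and 12 rose. Their median was 0.02 without mouse X2352 and 0.12 without X2376. Reactome's cytokine signalling set had a median of -0.04 over 193 genes (adjusted p = 0.0218, same test), and 7 of its genes were higher and 29 lower past the threshold.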

To help identify transcription factors that could mediate these transcriptomic changes in response to Ang II in SRAs, we examined the over-representation of transcription factor binding sites (TFBS) within the promoters of significantly induced DET. These analyses showed enrichment of TFBS for transcription factors linked to vascular remodeling, anabolic and fibrotic events, including suppressor mothers against decapentaplegic (SMADs), cAMP-responsive element-binding (CREB), ETS transcription factor ELK1 (ELK1), early growth response (EGR), MYC proto-oncogene bHLH transcription factor (MYC), X-box binding protein 1 (XBP1), activating transcription factors (ATFs), NF-κB and Krüppel-like factors (KLFs) (Figure 1F). These findings support early anabolic events in the initiation of AAA, mainly composed of cellular processes that were recently shown to be directly controlled by the mTORC1 pathway [6,30,31].

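A list's score in a mouse is the mean, over the genes of the list, of the log2 value minus that gene's mean over the 19 mice. Scores were compared between 5 Ang II-treated and 5 saline-infused IKKβ+/+ mice by exact permutation tests, two-sided, in which the smallest possible p is 0.00794. The mTORC1-responsive score differed by 0.34 (exact p = 0.00794), and all 5 Ang II-treated mice lay above every saline-infused mouse. The cholesterol score differed by 0.89 (exact p = 0.0159), with 4 of 5 mice above every saline-infused mouse. The ribosome biogenesis score differed by 0.33 (exact p = 0.0238, 4 of 5 mice) and the ribosomal protein score by 0.24 (exact p = 0.0238, 3 of 5 mice). The score of mitochondrial mRNAs differed by 0.71 (exact p = 0.00794, 5 of 5 mice), and that of nuclear oxidative phosphorylation genes by 0.13 (exact p = 0.111, 3 of 5 mice). The UPR score differed by 0.34 (exact p = 0.0317) and the fibrosis score by 0.47 (exact p = 0.0317), each with 4 of 5 mice. From its findings the paper proposes that anabolic events occur early in the initiation of AAA, mainly processes that earlier work placed under the control of mTORC1.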

### 3.2. IKKβ Regulates VSMCs Phenotypic Switch from Contractile to Synthetic State in AAA Development

The inflammatory effector kinase IKKβ, which is absolutely required for activation of the canonical NF-κB transcription factor pathway, was previously shown by our group to regulate mTORC1 activation in response to Ang II, thereby controlling both the inflammatory and anabolic-hypertrophic effects of the vasoactive peptide [16]. Given the well-recognized inflammatory nature of AAA and the observed anabolic mTORC1 signature above, we next examined the role of IKKβ in the development of experimental AAA by generating hyperlipidemic mice in which the *Ikbkb* gene is specifically inactivated in VSMCs. We refer to this unique transgenic homozygous hypercholesterolemic mouse model as SMA-CreER^T2^Ikkβ^Flox/Flox^*ApoE*^−/−^, in which IKKβ expression is temporally (tamoxifen injection) and selectively (CreER^T2^ under the control of the *Acta2* promoter; refer to Supplementary Figure S1B) prevented in *ApoE*^−/−^ VSMCs on a C57BL6 background. At 8 weeks of age, male SMA-CreER^T2^Ikkβ^Flox/Flox^*ApoE*^−/−^ (IKKβ^−/−^) and their control littermates SMA-CreER^T2^*ApoE*^−/−^ (IKKβ^+/+^) mice were subjected to 5 consecutive days of tamoxifen injection. After an additional 7 days, mice were infused using the classical AAA-induction protocol, in which animals were exposed to either saline or Ang II for 28 days, a time point at which vessel wall expansion, aneurysm formation, and ruptures can all be assessed simultaneously (Figure 2A). Tamoxifen infusion efficiently induced cell-specific conditional deletion of IKKβ in VSMCs, as no kinase staining was detected in the media compared with the intima and adventitia (Figure 2B). Morphologically, the aortas of saline-infused IKKβ^−/−^ animals did not differ from those of saline-infused control IKKβ^+/+^ mice (Supplementary Figure S1C). Moreover, IKKβ deficiency did not affect body weight, end-point systolic blood pressure, plasma cholesterol, or triglycerides. (Supplementary Figure S1D,E).

The failure of lipid-lowering, anti-hypertensive, anti-inflammatory and anti-protease therapies (fenofibrate, statins, β-blockers, ACE inhibitors, IL-1β neutralization, mast cell inhibition, indomethacin, doxycycline) to reduce AAA progression in humans [24] suggests the involvement of yet undiscovered or underestimated essential elements, such as VSMC phenotypic switch, that likely remain unresponsive to these therapies. In experimental models, Ang II triggers a VSMCs phenotypic switch, in part through mTORC1-dependent hypertrophic and anti-autophagic effects, cellular responses recently documented to lead to early aortopathy in *ApoE*-deficient mice [32,33]. As we previously showed the role of IKKβ in the mTORC1-dependent hypertrophic phenotypic response of VSMCs [16], we next verified the expression of synthetic and contractile markers in aortic tissues derived from IKKβ^+/+^ and IKKβ^−/−^ animals treated with Ang II. Aortas isolated from animals infused with Ang II for 28 days showed induced expression of VSMCs synthetic and fibrotic marker transcripts involved in collagen expression and remodeling (maturation and turnover), including the collagen type I alpha 2 chain (*Col1a2*) and the collagen type III alpha 1 chain (*Col3a1*), the prolyl-4-hydroxylase 2 (*P4ha2*) and 3 (*P4ha3*), the lysyl oxidase (*Lox*), the lox like 1 (*Loxl1*), 2 (*Loxl2*) and 4 (*Loxl4*) (Figure 2C,E,F). This was also accompanied by the homeostatic induction of the protective effectors including the tissue inhibitor of metalloproteinase 1 (*Timp1*) and the cytokine transforming growth factor beta 1 (*Tgfb1*) [34] (Figure 2D,G). The ablation of IKKβ in the vascular wall completely blunted their expression (Figure 2C–G). Remarkably, the expression of the key initiating transcription factor governing this phenotypic switch, *Klf4*, was significantly reduced in IKKβ^−/−^ littermates exposed to Ang II (Figure 2H). Furthermore, protein extracts from the SRAs of animals treated with Ang II for 28 days strongly support the preservation of the contractile phenotype in IKKβ^−/−^ animals, with a significant decrease in the phosphorylation of p65 (NF-κB subunit) and MMP9 expression, alongside an increase in the expression of the master regulator of SMC plasticity TET2 [35], and αSMA (Supplementary Figure S2A–C). Together, our data suggest the absence of IKKβ in VSMCs contributes to the preservation of the contractile phenotype, thereby reducing the need of a protective response in the presence of Ang II.

Using SRAs isolated from animals treated with Ang II for 24 h, we further observed that preservation of a contractile phenotype is a very early event in our IKKβ-deficient model. The relative expression of classical contractile markers myosin heavy chain 11 (*Myh11*) and transgelin (*Tagln*), as well as the autophagic marker autophagy related 5 (*Atg5*) [33], was significantly increased after a 24 h Ang II infusion, a condition in which the inflammatory marker *Vcam1* was not yet significantly modulated (Figure 2I). In summary, our findings underscore the crucial role of IKKβ in mediating the phenotypic switch of VSMCs from a contractile to a synthetic state. The absence of IKKβ in the vascular wall preserves the contractile phenotype and suppresses the expression of synthetic markers associated with aortic remodeling and aneurysm formation.

### 3.3. Early IKKβ-Dependent Transition of VSMCs into Phagocytic-like Cells and Anabolic Signature in AAA Development

VSMC dedifferentiate and initiate expression of macrophage markers upon cholesterol exposure [36]. Given the importance of the early sterol biogenesis signature (Figure 1E and Supplementary Figure S1A) and the roles of mTORC1 and KLF4 in the rapid polarization of VSMCs towards phagocytic-like cells in aortic diseases, including dissections and ruptures [11,37,38,39], we next examined the contribution of IKKβ to the development of early aortic lesions and the presence of a degradative VSMCs phenotype. As shown in Figure 3A, from day 2 to day 8 of Ang II infusion, no significant aortic enlargement was observed. However, the absence of IKKβ in the vascular wall reduced the occurrence and severity of aneurysms and ruptures (Table 1), effects that correlated with a reduction in VSMCs expressing the macrophage marker galectin 3 (Gal3) (Figure 3B). We thus hypothesized that IKKβ was responsible for the mTORC1 transcriptomic signature observed in wild-type mice in response to Ang II (Figure 1E). 

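The response to Ang II in IKKβ-/- mice and its difference from that in IKKβ+/+ mice were tested in the same limma fit. The difference is the log2 fold change in IKKβ-/- mice minus that in IKKβ+/+ mice. It was past the threshold for 0 genes, with a smallest adjusted p of 0.215 (limma with Benjamini-Hochberg adjustment), and 1654 genes had an unadjusted p under 0.05. Without mouse X2356, an Ang II-treated IKKβ+/+ mouse, 79 genes passed. Without X2406, a saline-infused IKKβ-/- mouse, 19 passed, and without X2378 or X2409 1 gene passed. DESeq2 on the recovered reads called 277 genes and array quality weights 76. For the 31 gene lists, camera gave 13 with an adjusted p under 0.1 in IKKβ-/- mice (Benjamini-Hochberg), 10 of them toward higher expression, and 22 for the difference, 4 of them toward a larger rise in IKKβ-/- mice. Under fry, 4 lists passed in IKKβ-/- mice and 1 for the difference. With the correlation estimated from the data 0 passed in either, and 3 and 1 had an unadjusted p under 0.05.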

To decipher the role of IKKβ in this response, we first performed GSEAs in IKKβ^+/+^ and IKKβ^−/−^ mice infused with Ang II for 24 h and generated networks of enriched gene sets. Strikingly, these analyses showed that anabolic processes linked to ribosome biogenesis, mRNA translation and mitochondrial respiration are not induced in IKKβ^−/−^ mice in response to Ang II (Figure 3C). However, knockout animals still respond to Ang II, as shown by volcano plots and a heatmap representation of DET (Supplementary Figure S3A,B), and by the induction of genes linked to lipid catabolism (Figure 3C,D). This suggests that IKKβ has a profound role in determining the metabolic fate of vascular cells in response to Ang II. 

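In IKKβ-/- mice the ribosome biogenesis list had a median log2 fold change of 0.11 with Ang II (adjusted p = 0.0333 from camera with Benjamini-Hochberg adjustment), and 63 of 99 genes rose. Without mouse X2380 the median was 0.07 and the list no longer passed. Its difference between genotypes was -0.24 (adjusted p = 1.54e-06, same test). It was -0.14 without X2350. The ribosomal proteins had a median of -0.03 in IKKβ-/- mice (adjusted p = 0.906, same test), with 32 of 81 genes rising, and a difference of -0.21 (adjusted p = 6.21e-07, same test). With single mice left out, the median lay between -0.09 without X2409 and 0.03 without X2383. Reactome's translation set had a median of -0.01 in IKKβ-/- mice and a difference of -0.19 (adjusted p = 8.14e-07, same test). The nuclear oxidative phosphorylation genes had a median of -0.02 (adjusted p = 0.906, same test), with 37 of 81 rising and a range from -0.06 without X2384 to 0.04 without X2403. Their difference was -0.19 (adjusted p = 4.64e-05, same test). The mitochondrial mRNAs had a median of 0.15, which was -0.26 without X2409 and 0.65 without X2406, and a difference of -0.65 (adjusted p = 0.167, same test), which was -1.04 and -0.15 without the same mice. With the 19 mice as the units, the differences between genotypes in the list scores were not separated from chance. Permuting the genotypes within each treatment gave a two-sided permutation p of 0.167 for ribosome biogenesis, 0.209 for ribosomal proteins and 0.605 for nuclear oxidative phosphorylation. Before adjustment over the scores, the genotypes also differed in saline-infused mice. The mean score of ribosomal proteins was -0.24 in IKKβ+/+ and 0.13 in IKKβ-/- mice with saline (exact permutation test, two-sided, p = 0.00794, 4 of 4 IKKβ-/- mice above every IKKβ+/+ mouse), and 0.00 and 0.13 with Ang II (exact p = 0.310). For nuclear oxidative phosphorylation the means with saline were -0.16 and 0.08 (exact p = 0.0159, 4 of 4 mice), and with Ang II -0.03 and 0.12 (exact p = 0.262). The mitochondrial mRNA score was higher in IKKβ-/- mice by 1.36 with saline (exact p = 0.0159, 3 of 4 mice). With Ang II it was higher by 0.85 (exact p = 0.127). These 3 saline differences each had an adjusted p of 0.103 (Benjamini-Hochberg over all scores tested), just above 0.1.

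**Figure D1:**
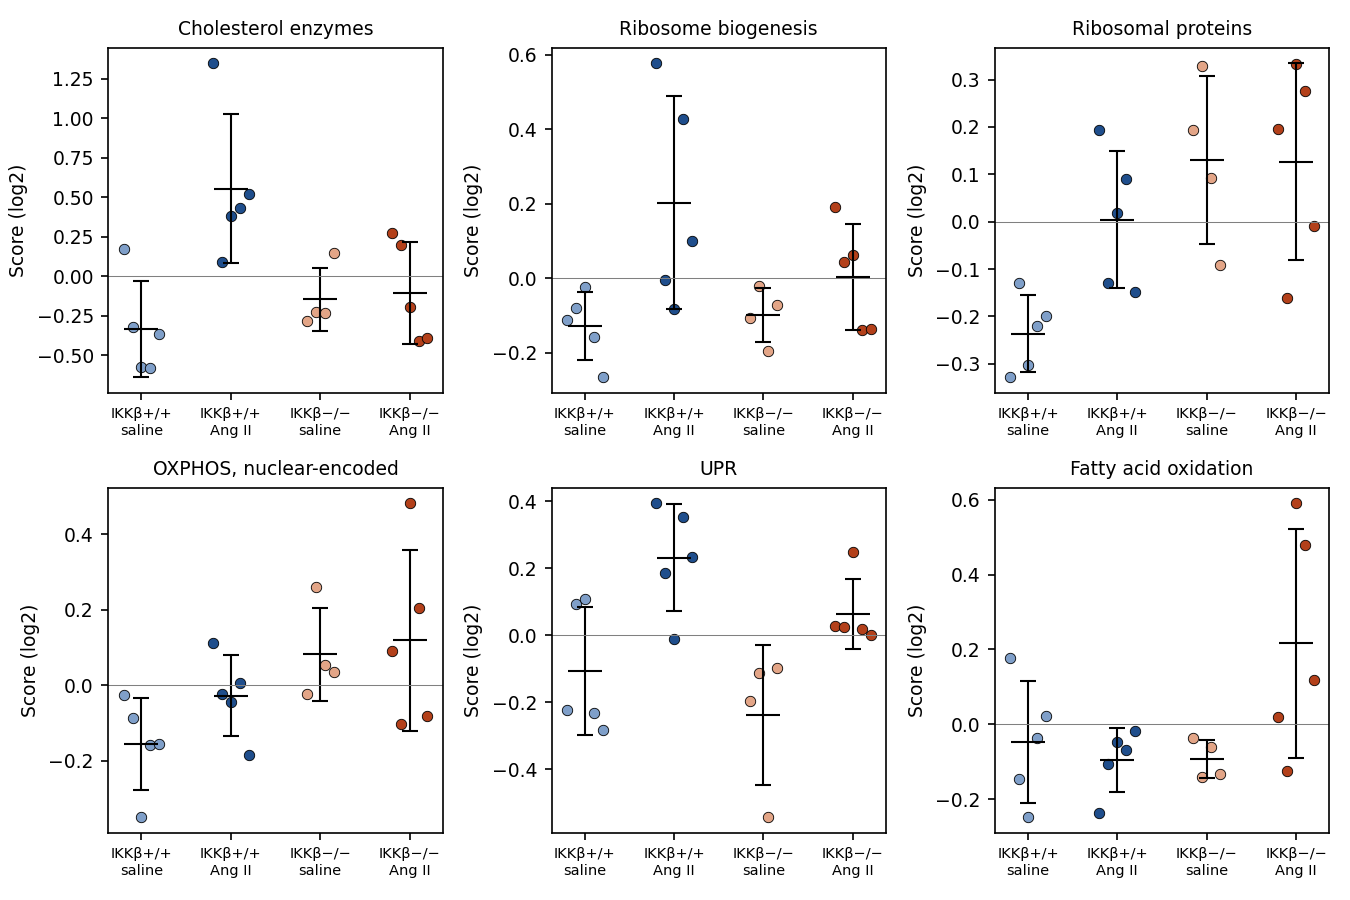
Scores of 6 gene lists in each of the 19 mice (log2 units, relative to the mean of all mice), with the mean and SD of each group. The saline-infused IKKβ-/- mice lie above the saline-infused IKKβ+/+ mice for ribosomal proteins (4 of 4 mice) and nuclear oxidative phosphorylation (4 of 4 mice).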

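In IKKβ-/- mice, 785 genes differed between Ang II and saline in limma, 385 higher and 400 lower, and 2636 had an unadjusted p under 0.05. The number was 435, 455, 499 and 521 without mice X2406, X2401, X2384 and X2385. The 5 Ang II-treated and the 4 saline-infused mice did not overlap in 785 genes (5.29%), where chance gives 1.59%, and 472 of these were differentially expressed. In both genotypes together, 199 genes were differentially expressed in the same direction and 2 in opposite directions. Of the 1286 genes of IKKβ+/+ mice, 1065 (82.8%) changed in the same direction in IKKβ-/- mice, with a median ratio of the log2 fold changes of 0.380. These genes were selected for passing in IKKβ+/+ mice. Across all 14845 genes tested, which are not independent replicates, Pearson's r between the log2 fold changes of the genotypes was 0.289. Of the 1085 genes that passed in IKKβ+/+ mice alone, 378 had an unadjusted p under 0.05 for the difference between genotypes. The 35 genes of the fatty acid oxidation list had a median log2 fold change of 0.25 in IKKβ-/- mice (adjusted p = 6.45e-06 from camera with Benjamini-Hochberg adjustment), with 30 rising. It was 0.14 without mouse X2384. In IKKβ+/+ mice the median was 0.00 (adjusted p = 0.644, same test), and the difference was 0.25 (adjusted p = 6.64e-06, same test). Under fry the adjusted p was 0.136 in IKKβ-/- mice. Reactome's sets for mitochondrial fatty acid β-oxidation and for peroxisomal lipid metabolism had medians of 0.29 (adjusted p = 0.000259, same test) and 0.12 (adjusted p = 0.146, same test) in IKKβ-/- mice, and -0.01 and 0.02 in IKKβ+/+ mice. Over mice, the fatty acid oxidation score was higher with Ang II by 0.31 in IKKβ-/- mice (two-sided exact permutation test, p = 0.0952, 4 of 5 mice above every saline-infused mouse). With a score of adipocyte markers as a covariate, the median of the list in IKKβ-/- mice was 0.03 and the number of differentially expressed genes 24.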

Further analyses of the most induced transcripts confirm that the individual transcripts associated with oxidative phosphorylation (OXPHOS), ribosome biogenesis, UPR, sterol biosynthesis and fibrosis are not induced or are less induced in IKKβ^−/−^ mice in response to early Ang II signaling, and that the lipid catabolism signature is specific to IKKβ^−/−^ mice (Figure 3D). 

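The transcripts shown in Fig. 3D form 6 lists of 15 genes, which the study picked from these libraries, so their tests are not independent evidence. For oxidative phosphorylation the median log2 fold change with Ang II was 0.77 in IKKβ+/+ and 0.12 in IKKβ-/- mice, with a difference of -0.60 (adjusted p = 0.00151 from camera with Benjamini-Hochberg adjustment). Of these 15 genes, 7 are encoded by the mitochondrial genome. The median in IKKβ-/- mice was 0.40 without mouse X2383 and -0.04 without X2409, and the difference was -0.99 without X2409 and -0.25 without X2406. For ribosome biogenesis the medians were 0.63 and 0.25, with a difference of -0.42 (adjusted p = 0.00172, same test), and of -0.25 without X2350. For UPR they were 0.83 and 0.30, with a difference of -0.57 (adjusted p = 3.01e-05, same test), while the 50 genes of the broader UPR list had 0.26 in IKKβ-/- mice, with 40 rising, and a difference of 0.10 (adjusted p = 0.322, same test). For sterol biosynthesis they were 1.03 and 0.07, with a difference of -1.04 (adjusted p = 3.31e-07, same test). For fibrosis they were 0.71 and 0.23, with a difference of -0.18 (adjusted p = 0.0304, same test). That difference was -0.67 without mouse X2380 and -0.05 without X2385, and the median in IKKβ-/- mice was 0.14 and 0.45 without X2380 and X2383. For fatty acid oxidation they were 0.08 and 0.64, with a difference of 0.62 (adjusted p = 1.78e-06, same test). All 15 genes of this list rose in IKKβ-/- mice. Across the 6 lists, the difference of single genes passed in limma, adjusted over the list alone, for 10 sterol, 4 UPR, 3 fatty acid oxidation, 2 fibrosis, 1 oxidative phosphorylation and 0 ribosome biogenesis genes. Adjusted over all genes tested, 0 of them passed. Over the 18 cholesterol enzymes, the median in IKKβ-/- mice was 0.02 (adjusted p = 0.817, same camera test), with a range from -0.08 without X2380 to 0.09 without X2409. Of the enzymes, 3 had a fold change above 1.2 and 0 were differentially expressed. The rise was larger in IKKβ+/+ mice for 17 of the 18 enzymes, and 10 had an unadjusted p under 0.05 for the difference. Adjusted over the list alone, 10 passed for the difference. The median difference was -0.85 (adjusted p = 3.68e-07, same test). Over mice, the cholesterol score differed between genotypes by -0.85 on the log2 scale (permutation test with the genotypes permuted within each treatment, two-sided, p = 0.0135). With the treatments permuted within each genotype, a test chosen after seeing the data, p was 0.0342. Neither permutation is exact when genotype and Ang II both have effects, so these p-values do not single out the difference between the effects. In IKKβ-/- mice Sqle had 342 ± 207 normalized counts (SD, n = 5) with Ang II and 346 ± 89.0 (SD, n = 4) with saline. The paper proposes that IKKβ helps to shape the metabolic fate of vascular cells under Ang II. It draws this from its networks of enriched gene sets and from genes still induced in IKKβ-/- mice.

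**Figure D2:**
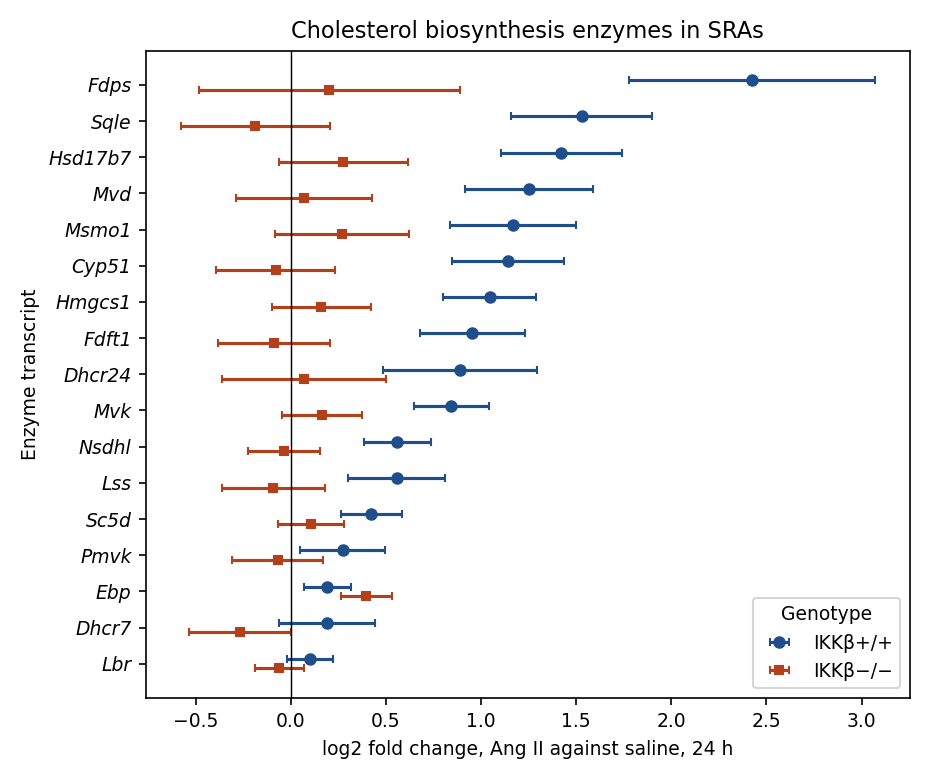
Log2 fold change of 17 of the 18 cholesterol biosynthesis enzymes with Ang II against saline in IKKβ+/+ (circles) and IKKβ-/- (squares) mice, with the standard error from limma. The rise is larger in IKKβ+/+ mice for 16 of the 17 enzymes shown.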

Importantly, the anabolic signature of IKKβ^+/+^ mice is strongly associated with mTORC1, a main regulator of these cellular processes [6,30,31].

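In IKKβ-/- mice the mTORC1-responsive genes rose by a median log2 fold change of 0.17 with Ang II (adjusted p = 0.00437 from camera with Benjamini-Hochberg adjustment), and 36 of 51 genes rose. The median was 0.08 without mouse X2406 and 0.27 without X2409. The adjusted p was 0.217 under fry. The difference from IKKβ+/+ mice was -0.23 (adjusted p = 0.0033, same test), and -0.14 without X2409. Over mice, the score rose by 0.20 in IKKβ-/- mice (two-sided exact permutation test, p = 0.0317, 3 of 5 mice above every saline-infused mouse), and the difference between genotypes had a permutation p of 0.255. Reactome's mTORC1 signalling set had a median of -0.06 in IKKβ-/- mice (adjusted p = 0.938, same camera test) and a difference of -0.10 (adjusted p = 0.295, same test).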

To further substantiate the observed fate-shaping properties of IKKβ, we next examined this question in cultured rat VSMC. In serum-starved VSMCs, we recapitulated the inhibitory effect of the selective IKKβ inhibitor MLN120B on phosphorylation of the mTORC1 substrate ribosomal protein S6 kinase (p70S6K) in Ang II-treated cells [16] (Figure 4A). However, these short-term kinetics cannot capture the transcriptionally dependent fate-shaping processes occurring in these cells. Because cultured VSMC rapidly adopt a synthetic phenotype once adhered to plastic dishes and exposed to serum, we exposed them to MLN120B for 6 days and assessed steady-state expression levels of KLF4 and β-catenin, a recently described transcriptional coactivator involved in the polarization of VSMCs toward degradative macrophage-like phenotype [37]. Treatment with MLN120B reduced the expression of both phenotypic markers in a concentration-dependent manner (Figure 4B). Furthermore, IKKβ inhibition reduced the expression of cellular communication network factor 2 (CCN2; also known as CTGF) in vitro and in vivo (Figure 4C,D), a matricellular protein linked to various fibrotic processes and recently proposed to decrease VSMCs adhesion to structural ECM, thereby promoting aortic dissections [32]. Altogether, our results identify IKKβ as a novel VSMCs fate-shaping regulator that controls early aortic remodeling events, leading to aneurysms and ruptures.

### 3.4. IKKβ Expression in Vascular Smooth Muscle Cells Is a Critical Mediator of AAA Development and Rupture

Given the crucial roles of IKKβ in orchestrating inflammatory responses, mediating VSMCs phenotypic switching, and driving early anabolic processes that contribute to aortic wall remodeling and degradation, we assessed the involvement of VSMCs IKKβ in AAA development and subsequent fatal ruptures. Systemic Ang II infusion at 1000 ng/kg/min successfully induced AAA in hypercholesterolemic mice, and deletion of IKKβ in VSMCs dramatically reduced the incidence and maximal abdominal aortic diameters of aortic SRAs while increasing animal survival. (Figure 5A–C). Significantly, fatalities due to aortic ruptures were diminished by ~48% in the IKKβ^−/−^ group (Supplementary Figure S4A,B). Next, SRAs isolated from animals that survived the 28 days were further analyzed for classical endpoints of aortic wall remodeling and inflammation. Elastin degradation and adventitial macrophage recruitment were significantly reduced in the absence of IKKβ in the media, effects that corresponded to healthier medial regions composed of densely populated, multilayered SMCs (Figure 5D–F). Furthermore, adjacent aortic tissues to the SRAs (adSRAs) were isolated from the randomized animals described above and used to extract RNA and interrogate mRNA expression associated with aortic disease. In Ang II-treated animals, the aortas showed an almost total dependence on IKKβ in medial VSMCs for the induction of classical inflammatory mRNA transcripts, including cytokine/chemokine (interleukin-1β (*Il1b*)/C-C motif chemokine ligand 2 (*Ccl2*)), adhesion molecules that regulate leukocyte recruitment (vascular cell adhesion molecule 1 (*Vcam1*)/intercellular adhesion molecule 1 (*Icam1*)), and ECM remodeling enzymes (matrix metalloproteinase 2 (*Mmp2*), 9 (*Mmp9*) and 14 (*Mmp14*)) (Figure 5G).

Although IKKβ deficiency in the vascular wall reduced AAA development and fatal ruptures over 28 days of Ang II infusion, up to 57% of animals still developed AAA lesions (Figure 5A and Figure S4A,B). Thus, we next tested whether a lower dose of Ang II in our mouse model would demonstrate the absolute requirement for IKKβ expressed in VSMCs for AAA development and its complications. Interestingly, animals lacking IKKβ expression in the vascular wall and treated with 500 ng/min/kg of Ang II for 28 days showed no signs of aneurysm, whereas the control group had 40% (6/15) of IKKβ^+/+^ mice developing AAA, with 20% Type I lesions (dilated lumen in the supra-renal region of the aorta with no thrombus), 13% Type IV lesions (a form in which there are multiple aneurysms containing thrombus, some overlapping, in the SRAs of the aorta), and 7% (1/15) mortality due to fatal abdominal rupture (Supplementary Figure S4B–E). Preservation of the elastin network and multilayered medial SMCs, reduced MMP2 protein in the media of SRAs, and a significant inhibitory effect on selected inflammatory transcripts in aorta homogenates paralleled the absence of aortopathy (Supplementary Figure S4F–I). Levels of circulating neutrophil/macrophage chemokines known to be present in human AAA and murine models were also significantly reduced in the VSMCs-specific *Ikbkb*-knockout mice (Supplementary Figure S4J). Taken together, the results suggest that the inflammatory function of IKKβ within the vascular wall is required for the recruitment of immune cells, production of MMPs by infiltrating leukocytes and resident VSMCs, and the breakdown of the elastin network, which ultimately leads to vascular wall remodeling events associated with the presence of aneurysms and ruptures in this model [32,40].

### 3.5. Immune System Cells in Human AAA Show Increased IKKβ Expression, and Inhibition of IKKβ Reduces Human VSMCs Transdifferentiation into Macrophage-like Cells

Our data showed that IKKβ removal in vivo and inhibition with MLN120B in rodent VSMCs had protective effects, reducing the inflammatory response and preserving the contractile phenotype over the degradative VSMCs phenotype, without an anabolic signature. However, it remains unclear whether these findings would translate to human VSMCs (HVSMCs). Ang II stimulation failed to induce phosphorylation of the mTORC1 substrate p70S6K in a CRISPR/Cas9-engineered population of primary HVSMCs deficient in IKKβ, as previously shown [16] (Figure 6A). Importantly, as observed in rodent VSMCs above, IKKβ inhibition in primary HVSMCs decreased expression of both KLF4 and the CD68 macrophage marker in response to Ang II or the classic phenotypic inducer PDGF-BB [41] (Figure 6B).

Lastly, we performed single-cell RNA sequencing (scRNA-seq) on human AAA samples and compared them with those from atherosclerotic controls. Analysis of human AAA samples showed reduced HVSMCs abundance relative to other immune cell populations, making a direct comparison of IKKβ expression with controls challenging and revealing no significant difference in IKKβ expression in HVSMCs (Figure 6C,D). Nevertheless, IKKβ expression is significantly upregulated in human AAA across all immune cell populations, including T cells, B cells, NK cells, and macrophage/monocyte populations. It is also considerably upregulated in endothelial cells and fibroblasts (Figure 6D). Notably, our in vivo and in vitro observations support a polarization of VSMCs towards a macrophage-like degradative phenotype in aortic diseases [37], which may contribute to the marked rise in IKKβ expression within macrophage/monocyte populations and the reduced detection of HVSMCs in scRNA-seq. It could also help explain the enhanced recruitment of other immune cells, including B, T, and NK cells.

## 4. Discussion

In the present study, we first demonstrate that transcriptomic changes associated with long-term adverse outcomes of AAA are evident as early as 24 h after Ang II infusion. Moreover, we show that the earliest events underlying AAA pathophysiology involve activation of anabolic pathways rather than inflammatory pathways. Furthermore, in addition to directly activating the mTORC1 signaling cascade [16] and modulating early anabolic events, IKKβ plays a crucial role in the phenotypic switching of VSMCs towards a degradative phenotype. Collectively, our study identifies a novel regulatory signaling axis, the IKKβ-mTORC1 axis, in the development and progression of AAA. We propose that controlling the anabolic response through IKKβ warrants consideration in the design of future studies aimed at identifying and characterizing potential therapeutic targets for early AAA lesions. From a clinical perspective, an association between anabolic events and aortic diseases has been suggested. Notably, anabolic reactions have been observed to increase with advancing age [6], a predominant clinical characteristic of AAA. Furthermore, recent case reports have established a potential correlation between the use of anabolic steroids and the occurrence of thoracoabdominal aneurysms and aortic dissection [42,43].

For more than two decades, studies have used Ang II infusion in hyperlipidemic mouse models to gain mechanistic insights into human AAA [27]. In this context, Ang II is considered the primary inflammatory trigger, initiating a complex response in which cytokines and MMPs produced by resident fibroblasts, VSMCs, endothelial cells, and innate/adaptive immune cells drive the deleterious remodeling of the vascular wall [44]. In addition to this inflammatory component, accumulating evidence indicates that VSMCs within remodeled vascular regions exhibit notable plasticity and can adopt various phenotypes, with potential clinical implications that may be beneficial or detrimental [45]. Understanding the distinct stages and mechanisms of VSMCs activation, including transitions from quiescence to invasion of remodeled vascular areas and fate diversification, is crucial for devising therapeutic interventions aimed at mitigating pathological VSMCs behaviors while preserving or enhancing their stabilizing functions. In this study, using a highly characterized Ang II-infused *ApoE*-deficient mouse model, we identified an early molecular anabolic signature associated with mTORC1 pathway activation (Figure 1).

Dysregulation of mTORC1 activation was recently shown to promote aortopathy by inducing phenotypic switching of VSMCs to a degradative phenotype, thereby driving proteolysis, extracellular matrix degeneration, and inflammation in the aortic wall [37]. While blocking mTOR signaling is a promising therapeutic target for limiting both thoracic aortic aneurysm and AAA development [46,47,48], a recent study indicated that targeting mTORC1 with rapamycin promotes aortic dissection [32]. Interestingly, this was associated with continuous, mTORC1-independent induction of CCN2 by Ang II, which decreased VSMCs adhesion to structural ECM and allowed extensive dissection [32]. Rapamycin-induced aortic dissection could also be related to the action of the inhibitor in other cell types. In the current study, we show that targeting upstream of mTORC1 (i.e., conditional deletion of IKKβ in VSMCs) reduces aortic dilatation and fatal ruptures. Based on our detailed analysis of the SRAs in early (one to four days) or late (28 days) infusion protocols, we propose that IKKβ plays pivotal roles in initiation and disease progression through at least three distinct mechanisms: (1) by controlling mTORC1 in VSMCs exposed to Ang II, IKKβ rapidly engages anabolic events leading to (A) the generation of macrophage-like VSMC responsible for early vascular wall remodeling events, as well as (B) rapid metabolomic reprogramming towards OXPHOS; (2) in combination with increased ribosome synthesis and the UPR, these events create conditions favoring ROS production [49,50] and an exacerbated inflammatory response in the vascular wall, leading to (3) leukocyte infiltration and sustained NF-κB-dependent induction of *Ccn2* [51], culminating in aortic dissections and fatal ruptures. Rapid monocyte recruitment [25] and/or the presence of sparse tissue-resident macrophages could contribute to rapid vascular wall remodeling. However, the early appearance of the mTORC1 signature (24 h) alongside the VSMCs switch toward a degradative phenotype suggests a direct role of IKKβ in these effector cells. Importantly, IKKβ might also have other roles in VSMCs and macrophages, as recently demonstrated [5,52].

Phenotypic modulation of VSMCs occurs early in aneurysm development in both animal models and human AAA samples, and this switch is crucial to AAA development. In healthy aortic tunica media, VSMCs exhibit a contractile phenotype, and during aortic aneurysm formation, they switch to a synthetic/proliferative phenotype. Recently, single-cell RNA sequencing of human AAA samples showed that the VSMCs phenotypic switch is not a single transition but involves multiple VSMCs phenotypes, including T-cell-like, macrophage-like, and mesenchymal-like, and that these VSMCs play pivotal roles in disease development [53]. It remains unclear whether these phenotypically altered VSMCs can also mimic immune cell phenotypes recruited to the AAA site. Here, we show that targeting IKKβ specifically in VSMCs resulted in a decreased number of macrophages and leucocytes and preserved the VSMCs contractile phenotype. These findings provide valuable mechanistic insight into the role of IKKβ in rapid vascular wall remodeling. However, detailed studies are required to decipher the roles of IKKβ in VSMCs differentiation into specific subtypes and to determine whether the decreased number of immune cells observed in AAA in IKKβ^−/−^ animals is due to reduced recruitment from the blood circulation or to VSMCs that have switched to macrophage-like VSMCs.

Through its substrates and interactors, including SREBP, eIF4E-binding protein 1/2 (4E-BP1/2), ribosomal protein S6 kinases 1/2 (p70S6K1/2), the Ser/Thr kinase ULK1, the transcriptional co-activator PGC-1α, and the transcription factor YY-1, the effector anabolic kinase complex mTORC1 controls the synthesis of several essential macromolecules (lipids, proteins, ribosomal RNAs) and directly influences cellular energy metabolism by inhibiting autophagy and/or increasing mitochondrial function/biogenesis [6]. Although essential for cell growth, mTORC1 activation is also linked to aging (decreased longevity) [6] and fibrosis [31], processes that play major roles in AAA development. We propose that the dramatic reduction in aortic dilatation and fatal ruptures observed in IKKβ^−/−^ animals is explained by IKKβ acting as a molecular hub in the vascular wall, allowing vasoactive molecules such as Ang II to control both the classical inflammatory effectors, such as NF-κB and mTORC1. In this context, it would be interesting to determine whether the failure of the vasoactive agent norepinephrine to promote AAA is related to its inability to stimulate the IKKβ-mTORC1-dependent anabolic/inflammatory responses [54].

## 5. Limitations

Although RNA-Seq data were analyzed, we acknowledge that our study does not show IKKβ protein expression or enzymatic activation in the context of human AAA, and that future studies aimed at precisely addressing this in medial VSMCs are essential. It is, however, interesting to note that increased IKKβ protein expression has previously been observed in human aortas derived from advanced atherosclerotic lesions [55]. This might partly explain why we observed no difference in *IKBKB* mRNA abundance in VSMCs derived from AAA compared to non-aneurysmal (atherosclerotic) patients (Figure 6C,D). In addition, our survival studies show that mortality exceeds 50% 7 days after Ang II infusion and increases to 70% between 14 and 21 days following Ang II infusion (Figure 5C), which is markedly different from what is typically reported for this widely used *ApoE^−/−^*/Ang II model [56]. However, these findings are in line with other VSMCs-CreER-expressing studies [11,57]. CreER exhibits higher toxicity than Cre [58]. Moreover, Cre toxicity has been reported in the cardiovascular system [59,60] and could therefore explain the increased mortality rate observed in these CreER^T2^ models. Importantly, because we used SMA-CreER^T2^- *ApoE^−/−^* as controls in our study, our results are conclusive that the absence of IKKβ in VSMCs prevents aortic dilatation and fatal rupture.

## 6. Conclusions

Our study identified a previously unrecognized role for IKKβ in AAA development and progression, highlighting a novel therapeutic target. However, prolonged systemic IKKβ inhibition has context-dependent effects on the immune system and inflammatory processes [61]. Therefore, further investigation is needed to determine the effects of local or systemic IKKβ inhibition in humans with AAA.

## Figures and Tables

**Figure 1:**
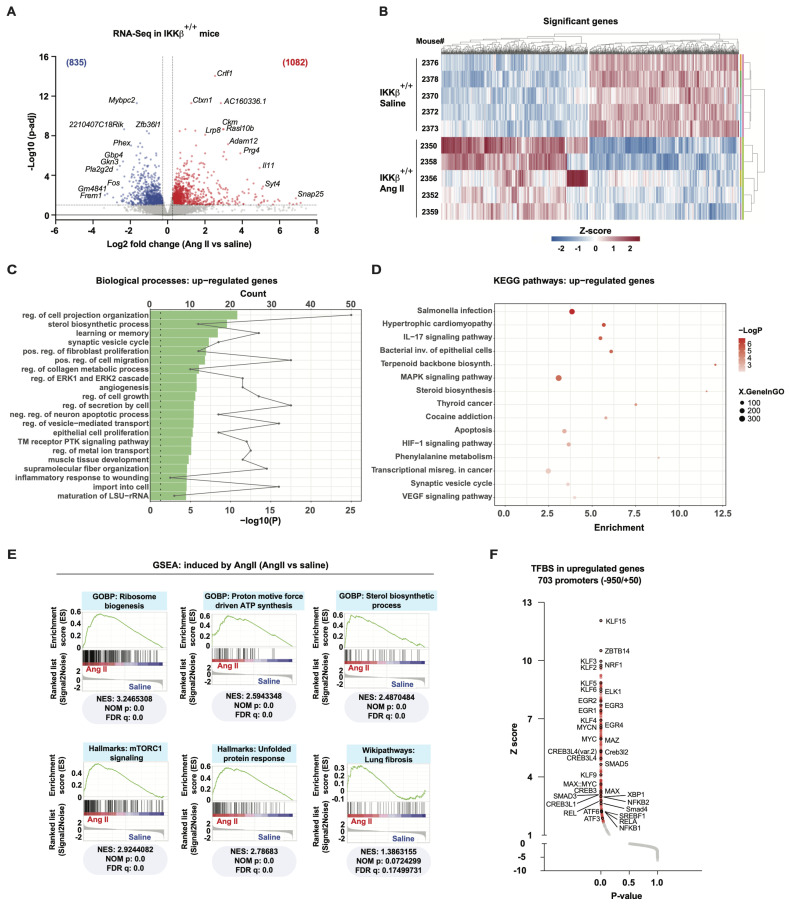
Early anabolic response defines the molecular signature of aortopathy in the Ang II-infused *ApoE*-deficient mouse-AAA model. (**A**) Volcano plot of differentially expressed transcripts (DET) in SRAs after 24 h of Ang II treatment. Each point shows the average fold change and associated *p*-adjusted value for a single transcript, comparing Ang II (*n* = 5 mice) with saline (*n* = 5 mice). Colored numbers indicate the number of significantly induced (red) and reduced (blue) transcripts at the given threshold (dotted lines), as indicated in Materials and methods. (**B**) Heatmap of significant DET. Expression fold changes have been transformed to z-scores, and clustering has been performed on rows (mice) and columns (transcripts). (**C**) Functional classification of significant upregulated DET with Metascape for the Gene Ontology: Biological Processes collection of gene sets. Green bars indicate *p*-values (−Log10), and dots indicate the number of genes per pathway. (**D**) Functional classification as in C, but for KEGG pathways, using an enrichment bubble plot. The X-axis represents the enrichment factor (number of genes/all genes from pathway), XgeneInGO indicates the number of genes (bubble size), and −LogP indicates significance based on the *p*-value. (**E**) Gene set enrichment analyses (GSEAs) on all normalized transcripts in control (saline) and Ang II-treated mice. NES: Normalized enrichment score; NOM p: nominal *p*-value; FDR q: false discovery rate-adjusted q-value. (**F**) Over-representation of TFBS in the promoter (−950 to +50) of significantly induced DET in Ang II-treated versus saline-treated mice. Red dots indicate significant over-representation with a *p*-value < 0.05. Labeled dots also have a black outline.

**Figure 2:**
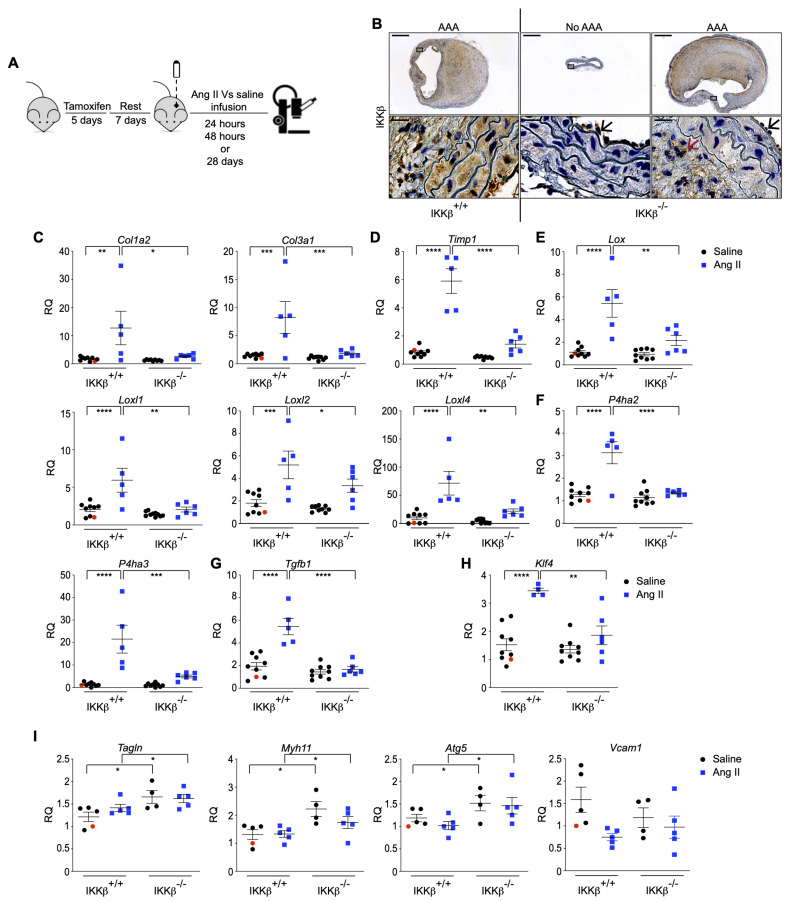
IKKβ is required for VSMCs phenotypic switching. (**A**) Schematic of the experimental procedure. Eight-week-old SMA-CreER^T2^ IKKβ^Flox/Flox^ *ApoE*^−/−^ (IKKβ^−/−^) and their counterpart SMA-CreER^T2^ IKKβ^WT/WT^ *ApoE*^−/−^ (IKKβ^+/+^) male mice were injected with tamoxifen for 5 consecutive days. After 7 days of rest, mice were infused with saline or Ang II at 1000 ng/kg/min for 24 h, 48 h, or 28 days. (**B**) Representative immunohistochemistry of conditional IKKβ deletion in VSMCs of SRAs from IKKβ^+/+^ (*n* = 2) and IKKβ^−/−^ (*n* = 4) mice infused with Ang II for 28 days. Black and red arrows indicate intimal and adventitial staining, respectively, demonstrating specific IKKβ knockout in the media. Scale bars: 600 µm; magnification scale bar: 37.5 µm. (**C**–**I**) qPCR analysis of various mRNA expression in aorta lysates from IKKβ^+/+^ and IKKβ^−/−^ mice infused with saline, or IKKβ^+/+^ and IKKβ^−/−^ mice infused with Ang II (1000 ng/kg/min) for 28 days (**C**–**H**) or for 24 h (**I**). Data are shown as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, 2-way ANOVA with Tukey’s multiple-comparison test. RQ: Relative quantification. Red circles represent the reference. (**C**) Relative expression of *Col1a2*, *Col3a1*; (**D**) Relative expression of *Timp1*; (**E**) Relative expression of *Lox*, *Loxl1*, *Loxl2*, *Loxl4*; (**F**) Relative expression of *P4ha2*, *P4ha3*; (**G**) Relative expression of *Tgfb1*. Saline: IKKβ^+/+^ (*n* = 9) and IKKβ^−/−^ (*n* = 9); Ang II: IKKβ^+/+^ (*n* = 5) and IKKβ^−/−^ (*n* = 6); (**H**) Relative expression of *Klf4*. Saline: IKKβ^+/+^ (*n* = 9) and IKKβ^−/−^ (*n* = 9); Ang II: IKKβ^+/+^ (*n* = 4) and IKKβ^−/−^ (*n* = 6); (**I**) Relative expression of *Tagln*, *Myh11*, *ATG5*, and *Vcam1*. Saline: IKKβ^+/+^ (*n* = 5) and IKKβ^−/−^ (*n* = 4); Ang II IKKβ^+/+^ (*n* = 5) and IKKβ^−/−^ (*n* = 5).

**Figure 3:**
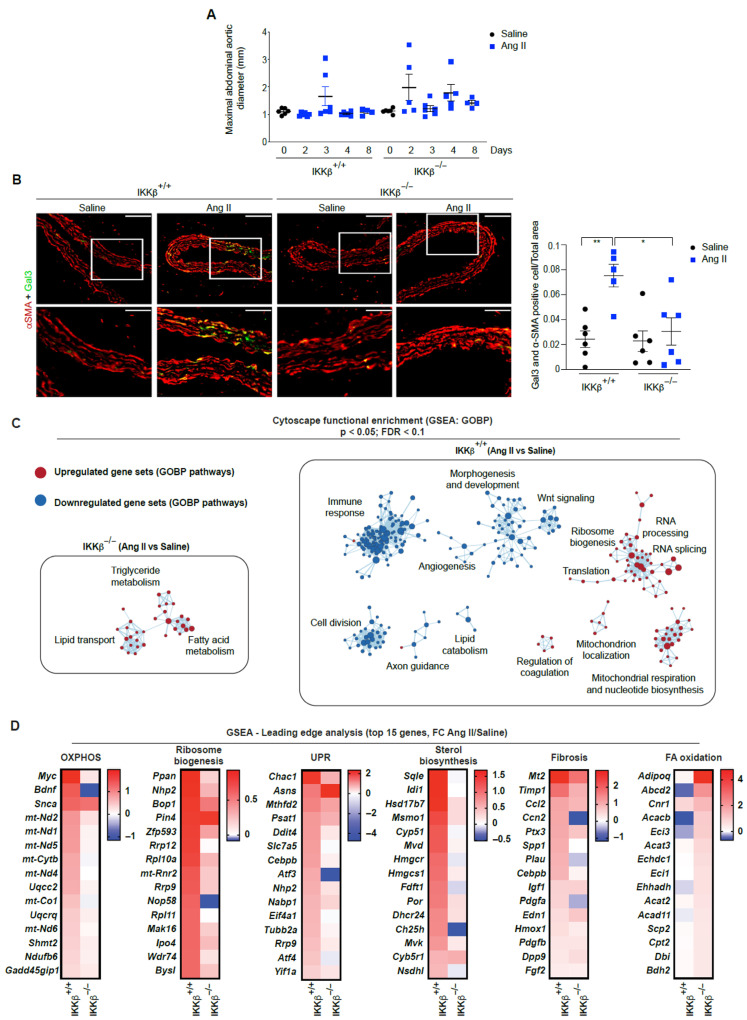
IKKβ drives early transition of VSMCs toward a degradative phenotype coupled to an anabolic response. (**A**) Maximal abdominal aortic diameter in mice from both groups infused with saline or Ang II at 1000 ng/kg/min at different endpoints. Data were quantified and presented as mean ± SEM. (**B**) Representative α-SMA and Gal3 immunofluorescent co-staining of SRAs from IKKβ^+/+^ (*n* = 6) and IKKβ^−/−^ (*n* = 6) mice infused with saline at day 0, and from IKKβ^+/+^ (*n* = 5) and IKKβ^−/−^ (*n* = 6) mice infused with Ang II at 1000 ng/kg/min for 4 days, with quantification. Scale bars: 40 µm; magnification scale bars: 20 μm. Data were quantified and presented as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, 2-way ANOVA with Tukey’s multiple-comparison test. (**C**) Cytoscape (Version 3.10.1) network representation of enriched gene sets in IKKβ^+/+^ and IKKβ^−/−^ mice in response to early Ang II signaling. Nodes represent gene sets; node size indicates the number of genes within each set; and edges indicate similarity between gene sets. Red indicates upregulated gene sets, and blue indicates downregulated gene sets. (**D**) Heatmap representations of transcript fold change (Log2) in response to Ang II treatment (versus saline) for selected GSEAs pathways. Transcripts are ranked by fold change, from highest (red) to lowest (blue).

**Figure 4:**
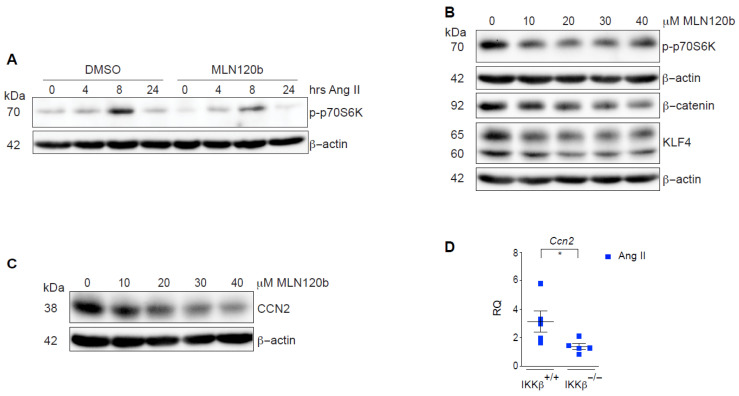
Fate-shaping properties of IKKβ in cultured VSMCs. (**A**) Quiescent VSMCs were pre-treated with DMSO or MLN120B (10 µM) for 30 min, then stimulated with Ang II (100 nM) for the indicated times. Cell extracts were subjected to immunoblotting with the indicated antibodies. Data are representative of 3 independent experiments. (**B**,**C**) VSMCs were treated with DMSO or the indicated concentrations of MLN120B for 6 days. Cell extracts were subjected to immunoblotting with the indicated antibodies. Data are representative of at least 2 independent experiments. (**D**) qPCR analysis of *Ccn2* expression in SRAs lysates from IKKβ^+/+^ (*n* = 5) and IKKβ^−/−^ (*n* = 5) mice infused with Ang II at 1000 ng/kg/min for 1 day. Data were quantified and presented as mean ± SEM. * *p* < 0.05, 2-tailed Student’s *t* test. RQ: Relative quantification.

**Figure 5:**
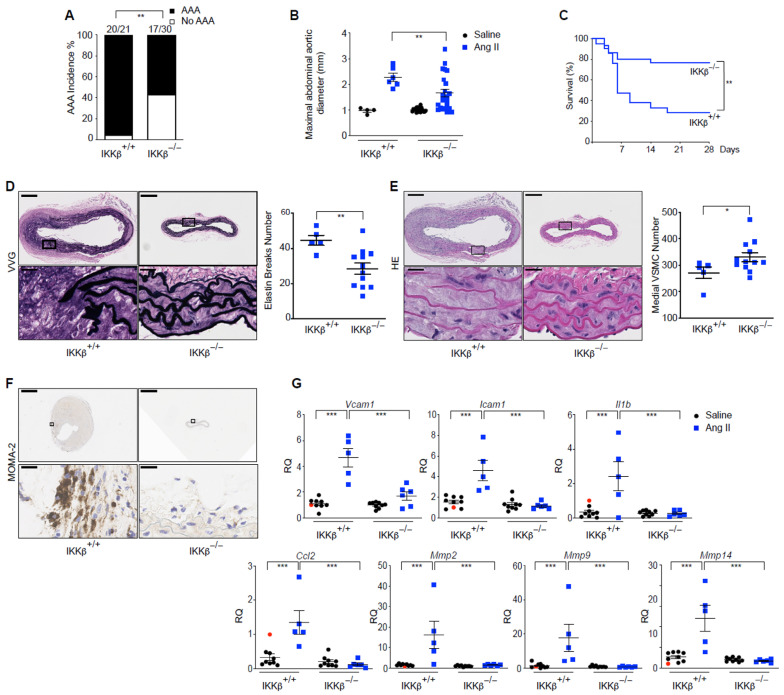
IKKβ deletion in VSMCs prevents AAA development and fatal ruptures. (**A**) AAA incidence in mice from both groups infused with Ang II at the protocol endpoint (28 days). ** *p* < 0.01, Fisher’s exact test. (**B**) Maximal abdominal aortic diameter in mice from both groups infused with saline or Ang II at the protocol endpoint (28 days). Data were quantified and presented as mean ± SEM. ** *p* < 0.01, 2-way ANOVA with Tukey’s multiple-comparison test. (**C**) Survival curve of IKKβ^+/+^ (*n* = 21) and IKKβ^−/−^ (*n* = 30) mice infused with Ang II for 28 days. ** *p* < 0.01, Log-rank (Mantel–Cox) test. (**D**) Representative Verhoeff–Van Gieson (VVG) stains of SRAs from IKKβ^+/+^ (*n* = 5) and IKKβ^−/−^ (*n* = 12) mice infused with Ang II, with elastin break counts. Scale bars: 150 µm; magnification scale bars: 37.5 µm. Data were quantified and presented as mean ± SEM. ** *p* < 0.01, 2-tailed Student’s *t* test. (**E**) Representative hematoxylin and eosin (HE) stains of SRAs from IKKβ^+/+^ (*n* = 5) and IKKβ^−/−^ (*n* = 12) mice infused with Ang II, with medial VSMC counts. Scale bars: 150 µm; magnification scale bars: 37.5 µm. Data were quantified and presented as mean ± SEM. * *p* < 0.05, 2-tailed Student’s *t* test. (**F**) Representative MOMA-2 histochemistry of SRAs from IKKβ^+/+^ (*n* = 5) and IKKβ^−/−^ (*n* = 12) mice infused with Ang II. Scale bars: 600 µm; magnification scale bars: 37.5 µm. (**G**) qPCR analysis of indicated mRNA expression in adSRAs lysates from IKKβ^+/+^ (*n* = 9) and IKKβ^−/−^ (*n* = 9) mice infused with saline, and from IKKβ^+/+^ (*n* = 5) and IKKβ^−/−^ (*n* = 6) mice infused with Ang II at the protocol endpoint. Red circles represent the reference. Data were quantified and presented as mean ± SEM. *** *p* < 0.001, 2-way ANOVA with Tukey’s multiple-comparison test. RQ: Relative quantification.

**Figure 6:**
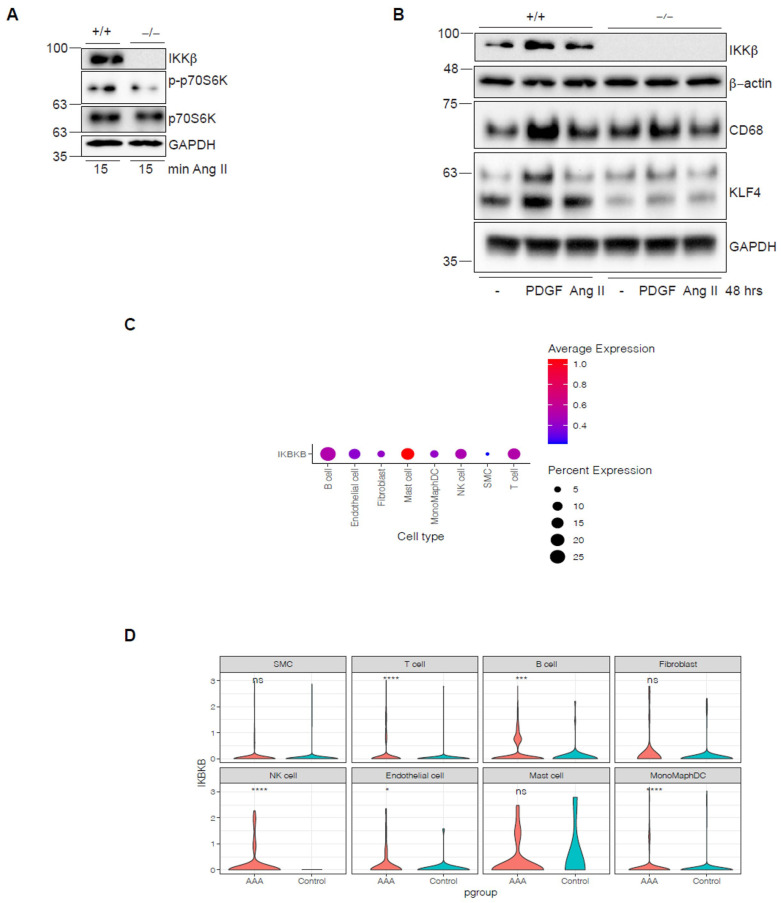
Deletion of IKKβ in HVSMCs restricts their transdifferentiation into macrophage-like cells, whereas IKKβ is expressed in immune cells from human AAA. (**A**) Indicated quiescent HVSMCs were treated with 1 μM Ang II for 15 min. Cell extracts were subjected to immunoblotting with the indicated antibodies. Data are representative of 2 independent experiments. (**B**) Indicated HVSMCs were treated with 1 μM Ang II or 10 ng/μL PDGF-BB for 48 h. Cell extracts were subjected to immunoblotting with the indicated antibodies. Data are representative of 2 independent experiments. (**C**,**D**) scRNA-seq analysis of human AAA (*n* = 4) and nonaneurysmal (*n* = 2) control samples shows relative *IKBKB* expression across all cell populations, presented as a dot plot (**C**) and a violin plot (**D**). Gene expression distributions are presented by violin plots. * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001. 2-tailed Student’s *t*-test.

**Table 1:** AAA classification in both groups infused with saline (Day 0) and Ang II 1000 ng/kg/min for 2 to 8 days (6 animals/group/day).

0	Type	Day 0	Day 2	Day 3	Day 4	Day 8
IKKβ^+/+^		100%	50%	33%	0%	17%
					
IKKβ^−/−^		100%	100%	83%	83%	50%
IKKβ^+/+^	I	0%	0%	0%	0%	0%
					
IKKβ^−/−^		0%	0%	0%	0%	0%
IKKβ^+/+^	II	0%	17%	33%	50%	50%
					
IKKβ^−/−^		0%	0%	17%	17%	33%
IKKβ^+/+^	III	0%	0%	0%	0%	0%
					
IKKβ^−/−^		0%	0%	0%	0%	0%
IKKβ^+/+^	IV	0%	33%	0%	33%	17%
					
IKKβ^−/−^		0%	0%	0%	0%	0%
IKKβ^+/+^	Rupture	0%	0%	33%	17%	17%
					
IKKβ^−/−^		0%	0%	0%	0%	17%

## Data Availability

The data supporting the findings of this study are available from the corresponding author upon reasonable request. The RNA sequencing (RNA-Seq) data generated in this study have been deposited in NCBI GEO (accession number: GSE265897; key: ijkdsqasrdkdnyj).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15030218/s1, Table S1: List of antibodies used in the IHC and IF staining. Table S2: Sequences of the primers and UPL probes. Figure S1: Biochemical and pathophysiological characteristics of the IKKβ^+/+^ and IKKβ^−/−^ mice and ROSA26/lacZ reporter mouse line. (A) Schematic of the enzymatic steps in cholesterol biosynthesis and the induction of associated transcripts by Ang II in wild-type mice after 24 h of treatment. Bubble size is proportional to fold change (Log2), and colour indicates significance (−log10 *p*-value). For clarity, only selected metabolic intermediates are shown. (B) Activation of SMA-CreER^T2^ upon tamoxifen injection is restricted to VSMC. Eight-week-old heterozygous SMA-CreER^T2^ROSA26/lacZ^+/−^ male mice were treated with either 1 mg tamoxifen (left panel) or vehicle (peanut oil; right panel) for 5 days. Isolated SRAs were collected and subjected to X-Gal staining of 10 µm cryosections. Arrows: elastic fibres; arrowheads: endothelial cells; al: aortic lumen; m: media. Scale bars: 40 µm. (C) Representative haematoxylin and eosin (HE) stains of SRAs from IKKβ^+/+^ (*n* = 2) and IKKβ^−/−^ (*n* = 2) mice infused with saline for 28 days. Scale bars: 150 µm. (D) Endpoint systolic blood pressure was measured during the last week of Ang II infusion at 1000 ng/kg/min for 28 days. Body weights were measured at the protocol endpoint. Data were quantified and presented as mean ± SEM. (E) Total plasma cholesterol, very-low-density lipoprotein (VLDL) (FPLC fractions 7–16), low-density lipoprotein (LDL) (fractions 17–32), and high-density lipoprotein (HDL) (fractions 33–50) cholesterol were measured at the endpoint of Ang II infusion at 1000 ng/kg/min for 28 days. Data represent pooled plasma from 4 mice per group. Plasma triglyceride concentration was quantified in individual mice (*n* = 4/group) and presented as mean ± standard deviation. Figure S2: VSMC-specific IKKβ deletion in mice preserves their contractile phenotype. (A) SRAs from IKKβ ^+/+^ (*n* = 5) and IKKβ ^−/−^ (*n* = 5) mice were pooled, and proteins were extracted to validate IKKβ deletion. (B) Proteins were extracted from SRAs of IKKβ ^+/+^ (*n* = 11) and IKKβ ^−/−^ (*n* = 11) mice treated with Ang II for 28 days or that died suddenly from aortic rupture. Tissue extracts were subjected to immunoblotting with the indicated antibodies. For markers run on gels in which α-SMA was detected, the β-actin loading controls shown in the figure were obtained from separate membranes with identical samples, processed in parallel. This approach was necessary because the use of the α-SMA antibody altered the membrane, which could not be stripped properly. C) Data are presented as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001, 2-tailed Student’s *t* test. Figure S3: IKKβ^−/−^ mice still respond to Ang II. (A) Volcano plot of differentially expressed transcripts (DET) in the SRAs of IKKβ^−/−^ mice after 24 h of Ang II treatment. Each point shows the mean fold change and the associated *p*-adjusted value for a single transcript, comparing Ang II (*n* = 5 mice) with saline (*n* = 4 mice). 

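The largest rises in IKKβ-/- mice among genes with at least 50 normalized counts and groups that did not overlap were led by Cyp2e1 (ENSMUSG00000025479.9, chromosome 7, 140763739 to 140774987). It had 5407 ± 3841 normalized counts (SD, n = 5) with Ang II and 50.0 ± 27.5 (SD, n = 4) with saline, a log2 fold change of 6.29 (standard error 0.93, adjusted p = 0.0022 from limma with Benjamini-Hochberg adjustment). Acsm3, B3galt2 and Cidec followed, with log2 fold changes of 6.21, 5.63 and 4.89. All of these genes were highest in X2384 and X2385. The same mice had the most Adipoq, an adipocyte transcript, at 3350.4 and 3298.2 normalized counts. More RNA of perivascular fat in these libraries is therefore a candidate explanation. With a score of adipocyte markers as a covariate, 24 genes were differentially expressed in IKKβ-/- mice. Klb had 99.3 ± 103 normalized counts (SD, n = 5) with Ang II and at most 3 reads in each of the 4 saline-infused mice, so it was at least 29.1-fold higher, and at least 17.7-fold without mouse X2384. The largest falls included Alb, Hspa1a, Hspa1b, Atf3 and Ciart, at -5.32, -4.43, -4.18, -4.18 and -3.38. Atf3 had 888.2 to 11848.8 normalized counts in saline-infused IKKβ-/- and 385.3 to 1448.2 in saline-infused IKKβ+/+ mice. Ciart had 94.8 to 279.2 and 2.4 to 72.2 in the same groups. The falls of Atf3 and Ciart thus rest in part on high values in saline-infused IKKβ-/- mice. Hspa1a and Hspa1b are nearly identical copies whose reads cannot all be told apart. Alb, a gene of hepatocytes, had 119 ± 128 normalized counts (SD, n = 4) with saline, with 307 in mouse X2403. Otud1 had the smallest adjusted p, with a log2 fold change of -1.76 (adjusted p = 0.000344 from limma with Benjamini-Hochberg adjustment). The neuronal genes Htr3a, Dbh, Th and Rit2 were too low in most mice to be tested.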

Coloured numbers indicate the number of significantly induced (red) and reduced (blue) transcripts at the given threshold (dotted lines), as described in Materials and Methods. (B) Heatmap of significant DET. Expression fold changes have been transformed to z-scores, and clustering has been performed on rows (mice) and columns (transcripts). Figure S4: IKKβ expression in vascular SMC is necessary for AAA development and fatal rupture. (A) Cause of death in both groups infused with Ang II at 1000 ng/kg/min for 28 days. TAA: thoracic aortic aneurysm. (B) AAA classification in both groups infused with Ang II at 500 ng/kg/min or 1000 ng/kg/min for 28 days. (C) Representative histochemistry of conditional IKKβ deletion in VSMC of SRAs from IKKβ^+/+^ (*n* = 2) and IKKβ^−/−^ (*n* = 2) mice infused with 500 ng/kg/min of Ang II for 28 days. Black arrow and red arrow indicate intimal and adventitial staining, respectively, demonstrating specific IKKβ knockout in the media. Scale bars: 600 µm; magnification scale bars: 37.5 µm. (D) AAA incidence in mice from both groups infused with Ang II at the protocol endpoint. * *p* < 0.05, Fisher’s exact test. (E) Maximal abdominal aortic diameter in mice from both groups infused with saline or Ang II at the protocol endpoint. Data were quantified and presented as mean ± SEM. ** *p* < 0.01, 2-way ANOVA with Tukey’s multiple-comparison test. (F) Representative Verhoeff–Van Gieson (VVG) stains of SRAs from IKKβ^+/+^ (*n* = 8) and IKKβ^−/−^ (*n* = 7) mice infused with Ang II, with elastin breaks counted. Scale bars: 150 µm; magnification scale bars: 37.5 µm. Data were quantified and presented as mean ± SEM. ** *p* < 0.01, 2-tailed Student’s *t* test. (G) Representative haematoxylin and eosin (HE) stains of SRAs from both IKKβ^+/+^ (*n* = 8) and IKKβ^−/−^ (*n* = 7) mice infused with Ang II, with medial VSMC count. Scale bars: 150 µm; magnification scale bars: 37.5 µm. Data were quantified and presented as mean ± SEM. ** *p* < 0.01, 2-tailed Student’s *t* test. (H) Representative MMP2 immunohistochemistry of SRAs from IKKβ^+/+^ (*n* = 8) and IKKβ^−/−^ (*n* = 7) mice infused with Ang II, with scoring. Scale bars: 150 µm; magnification scale bars: 37.5 µm. Data were quantified and presented as mean ± SEM. ** *p* < 0.01, 2-tailed Student’s *t* test. (I) qPCR analysis of *Vcam1* and *Mmp2* mRNA expression in adSRAs lysates from IKKβ^+/+^ (*n* = 9) and IKKβ^−/−^ (*n* = 9) mice infused with saline, and from IKKβ^+/+^ (*n* = 11) and IKKβ^−/−^ (*n* = 13) mice infused with Ang II at the protocol endpoint. Red circles represent the reference. Data were quantified and presented as mean ± SEM. * *p* < 0.05, *** *p* < 0.001, 2-way ANOVA with Tukey’s multiple-comparison test. RQ: relative quantification. (J) Levels of circulating neutrophil/macrophage chemokines from both groups infused with Ang II (*n* = 5). Data were quantified and presented as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, 2-tailed Student’s *t* test. References [62,63,64,65,66,67,68,69,70,71,72,73,74,75,76,77] are cited in Supplementary Materials.

## Abbreviations

The following abbreviations are used in this manuscript:

AAA	abdominal aortic aneurysm
ECM	extracellular matrix
VSMCs	vascular smooth muscle cells
IKKβ	inhibitor of nuclear factor kappa B kinase subunit beta
NF-kB	nuclear factor kappa B
Ang II	angiotensin II
ApoE	apolipoprotein E
SRAs	suprarenal abdominal aortas
RNA-seq	RNA sequencing
DET	differentially expressed transcripts
GSEAs	Gene Set Enrichment Analyses
mTORC1	mammalian target of rapamycin complex 1
UPR	unfolded protein response
TFBS	transcription factor binding sites
KLF	Krüppel-like factors
MMP	matrix metalloproteinase
CCN2	cellular communication network factor 2
TET2	ten-eleven translocation-2
GAL3	galectin-3
TNF-α	tumor necrosis factor-alpha
HVSMCs	human VSMCs

# Supplementary material for: Early IKKβ-Dependent Anabolic Signature Governs Vascular Smooth Muscle Cells Fate and Abdominal Aortic Aneurysm Development
**Source:** Cells. 2026 Jan 23;15(3):218. doi: 10.3390/cells15030218
**Supplement:** Supplementary file 1

## **SUPPLEMENTAL MATERIAL**

### **Early IKK $\beta$ -dependent anabolic signature governs vascular smooth muscle cells fate and abdominal aortic aneurysm development**

**Priscilla Doyon<sup>1\*</sup>, Ozge Kizilay Mancini<sup>2\*</sup>, Florence Dô<sup>1,3</sup>, David Huynh<sup>3</sup>, Gaétan Mayer<sup>1,4</sup>,  
Stéphanie Lehoux<sup>5</sup>, Huy Ong<sup>1</sup>, Maelle Batardière<sup>3</sup>, Vincent Quoc-Huy Trinh<sup>3</sup>, Ying Wen<sup>6</sup>, Wai  
Ho Tang<sup>6</sup>, Sylvie Marleau<sup>1</sup>, Simon-Pierre Gravel<sup>1</sup>, and Marc J Servant<sup>1\*\*</sup>**

\* Contributed equally

## **SUPPLEMENTARY METHOD**

## Animal Experiments:

All animal experiments were conducted in a specific pathogen-free barrier facility in accordance with institutional guidelines and local protocols (18-097 and 18-098), approved by the Ethics Committee of the Université de Montréal, and in accordance with the European Communities Council Directive 2010/63/EU on the protection of animals used for experimental purposes.

## Mouse models

For these investigations, we used the Angiotensin II (Ang II) infusion technique, blood pressure monitoring, and aneurysm characterization. We employed the Ang II-infused apolipoprotein E<sup>-/-</sup> (*ApoE<sup>-/-</sup>*) C57BL/6J mouse model, initially developed by Daugherty et al. [62]. This model typically develops suprarenal (SRA) abdominal aortic aneurysm (AAA) in approximately 80–85% of cases. However, the incidence of AAAs in female *ApoE<sup>-/-</sup>* mice infused with Ang II is relatively low (around 20%). Therefore, our focus was on male *ApoE<sup>-/-</sup>* mice, which exhibit a significantly higher AAA incidence, ranging from 80 to 100% [63], and on the known crosstalk between nuclear factor kappa B (NF-κB) and estrogen signaling. Nevertheless, the authors acknowledge that focusing solely on one sex presents limitations, as sex differences have been extensively documented in mouse studies. Mice (n=231) were fed a regular chow diet and used at 8 weeks of age. For this study, transgenic mice were crossed onto a C57BL/6J background >10 times. The *Ikbkb* conditional knockout mouse model in a hyperlipidemic genetic background was generated by crossing mice with a tamoxifen-inducible Cre-loxP system restricted to vascular smooth muscle cells (VSMC) (Cre driven by the smooth muscle α-actin (SMA) promoter *Acta2*; graciously obtained by Drs. Pierre Chambon and Daniel Metzger (IGBMC, France) as previously shown [64]) with mice homozygous for the floxed *Ikbkβ* allele (mice received from Dr. Michael Karin, UCSD, USA) into the *ApoE<sup>-/-</sup>* hyperlipidemic background (Jackson Lab; stock #: 002052). This produced the transgenic homozygous mouse model referred to as SMA-

CreER<sup>T2</sup>Ikk $\beta$ <sup>Flox/Flox</sup>ApoE<sup>-/-</sup>, in which the inhibitor of nuclear factor kappa B kinase subunit beta (IKK $\beta$ ) expression can be temporally and selectively prevented in ApoE<sup>-/-</sup> VSMC on a C57BL6 background. A heterozygous SMA-CreER<sup>T2</sup>ROSA26/lacZ<sup>+/-</sup> mouse line was also generated by mating SMA-CreER<sup>T2</sup> animals with the ROSA26/lacZ *reporter mouse line* (Jackson Lab; stock #003474), which contains a *loxP*-flanked DNA STOP sequence preventing expression of the downstream *lacZ* gene, which encodes  $\beta$ -galactosidase. Male SMA-CreER<sup>T2</sup>Ikk $\beta$ <sup>Flox/Flox</sup>ApoE<sup>-/-</sup> are referred to as IKK $\beta$ <sup>-/-</sup>, and their control littermates SMA-CreERT2ApoE<sup>-/-</sup> are referred to as IKK $\beta$ <sup>+/+</sup>. When indicated, animals were injected intraperitoneally (i.p.) with tamoxifen (1 mg/day) for 5 days. After 7 days of rest, mice were subjected to saline or Ang II infusion.

### **Tamoxifen treatment and osmotic pump implantation**

Eight-week-old male mice received a daily intraperitoneal injection of 1 mg (100  $\mu$ L) tamoxifen for five consecutive days. Injection sites alternated between the left and right sides. Tamoxifen was prepared as a 10 mg/mL stock solution (100 mg tamoxifen-free base (Sigma) in 0.5 mL ethanol, diluted with 9.5 mL peanut oil). No injection-site inflammation was observed in 231 male mice. A seven- to nine-day recovery period was allowed for genetic recombination. Twelve to fourteen days after tamoxifen injection, osmotic minipumps (Alzet pump, 100  $\mu$ L, #1004) delivering Angiotensin II (Ang II, Sigma-Aldrich, A9525) over 1, 2, 4, 8, or 28 days were implanted. Mice were anesthetized with 3% isoflurane/oxygen (2 L/min, 100% O<sub>2</sub>). One hour prior, mice received a subcutaneous injection of 10 mg/kg carprofen (50 mg/ml), diluted 1:100 with saline, then further diluted with 37°C sterile saline to a total volume of 1 mL to maintain hydration and circulating volume. A lubricant gel was applied to the corneas. Mice were placed under the anesthesia mask on a pre-heated platform, with isoflurane reduced to 2% and oxygen to 1 L/min to avoid deep anesthesia. The surgical site was shaved and disinfected (three alternating alcohol 70%/iodine passes). The absence of the palpebral reflex or withdrawal response

confirmed the depth of anesthesia. Small (maximum 1 cm) incisions were made between the scapulae for minipump implantation (1.5 cm length, 0.6 cm diameter). The incisions were closed with up to two Michel clips (sutures were used in case of complications). A thin layer of lidocaine/flamazine mixture was applied to the wound before awakening. Post-surgery, cages were placed on heating pads until the mice recovered. Animals were returned to their cages (with pre-fabricated nests) and monitored for pain or discomfort for the first four hours. For the following two days, mice received postoperative analgesia with carprofen (10 mg/kg) once daily (SID). Clips were removed after 10 days. Animals exhibiting pain or discomfort beyond 5 days received additional analgesia or were euthanized with CO<sub>2</sub> followed by cervical dislocation.

### **In situ examination and AAA scoring**

Animals were sacrificed 1, 2, 4, 8, or 28 days after minipump implantation for organ harvesting. Mice were anesthetized with 2–3% isoflurane (pedal reflex absence confirmed) and euthanized by exsanguination. Cardiac puncture with a 25G 5/8 needle was performed to collect approximately 1.5 mL of blood for circulating pro-inflammatory cytokine analysis. Organ harvest followed cardiac puncture and pneumothorax. A midline incision was made from the abdomen to the chest. Saline was used to flush the circulation, after which the internal organs were removed and access to the retroperitoneum was gained. Using a Zeiss Discovery.V8 microscope and a Canon camera, the SRA abdominal aorta was examined for haematomas. The fresh aorta was dissected and cleared of adventitial fat following gentle perfusion. Using dissection needles, the aorta was fixed to a black wax plate in PBS. After imaging each aorta with a Zeiss microscope, the maximum abdominal aortic diameter was measured using Image-Pro Plus software (Media Cybernetics, Silver Springs, MD, USA). AAA was defined as abdominal aortic dilatation greater than 1.5 times. The severity of AAA was classified according to Daugherty [65], i.e., suprarenal dilation without thrombosis (type I), suprarenal dilation with thrombosis (type II), a pronounced bulbous form of type II (type III), and multiple aneurysms containing thrombus (type IV).

### **Blood pressure measurement**

Blood pressure was monitored using non-invasive tail-cuff plethysmography (Kent Scientific Corporation, Torrington, USA). Blood pressure assessment began 3 days before minipump implantation to habituate the mice to the procedure and continued at three intervals (days 0, 4, and 7) over 1 week. Mice were placed on a heating platform for 10 min before blood pressure assessment. A minimum of five measurements was taken until blood pressure stabilized, and, following stabilization, a minimum of eight measurements was taken per mouse and averaged for analysis. Blood pressure was monitored by the same person at the same time of day.

### **Plasma cholesterol, lipoproteins and triglycerides measurements**

Mouse plasma lipoprotein cholesterol profiles were obtained from 100  $\mu$ L of pooled plasma from IKK $\beta$ <sup>+/+</sup> and IKK $\beta$ <sup>-/-</sup> mice (n=4) infused with Ang II at 1000 ng/kg/min for 28 days. Pooled plasma samples were injected onto a Superose 6 10/300 GL column (GE Life Sciences; Cat. #17-5172-01) and eluted with PBS (Wisent, Cat. #311-010-CL) at a flow rate of 0.1 mL/min at 4°C, mounted on an ÄKTA explorer system (GE Healthcare). Cholesterol was quantified in each collected fraction using the cholesterol E enzymatic assay from Wako (Cat. #439-17501). Plasma triglyceride (TG) concentrations were measured using an enzymatic colourimetric assay from Wako (632-50991).

### **Immunohistochemistry and immunofluorescence staining**

SRA regions were fixed in formalin and paraffin-embedded at the Institute for Research in Immunology and Cancer (IRIC) Histology core facility (Université de Montréal) for 24 hours. Paraffin blocks were cut into 4  $\mu$ m sections. Hematoxylin and eosin (HE) staining was performed to assess general morphology and VSMC count. The medial VSMC count was determined by counting the number of nuclei surrounded by the internal and external elastic lamina in duplicate. The Verhoeff–Van Gieson (VVG) stain was performed to visualize elastin fibres. Elastin degradation was quantified by

counting breaks per vessel in duplicate. Immunohistochemistry (IHC) and immunofluorescence (IF) reactions were carried out on the Bond RX Stainer (Leica Biosystems, Buffalo Grove, IL, USA). Sections were deparaffinized inside the immunostainer. Antigen retrieval was conducted using Heat-Induced Epitope Retrieval either with a citrate-based (pH 6.0) epitope retrieval solution (H1) or an EDTA-based (pH 9.0) epitope retrieval solution (H2) or using Proteolytic-Induced Epitope Retrieval with Enzyme 1 (E1) (Leica Biosystems proprietary reagent). Sections were next incubated with 150  $\mu$ L of the first antibody diluted with BOND primary antibody diluent (AR9352). IHC and IF signals were acquired with specific secondary antibodies by using Bond Polymer DAB Refine kit (No. DS9800, Leica Biosystems) and Bond Research Detection System 2 (No. DS9777, Leica Biosystems), respectively, according to the manufacturer's instructions. Stained slides were coverslipped and scanned using the Hamamatsu NanoZoomer<sup>®</sup> Digital Pathology system 2HT, and the images were visualized with NDP.view2 software. Matrix metalloproteinase 2 (MMP2) staining was scored using Visio-morph, Tissuemorph Digital Pathology software. Galectin 3 (Gal3) (Alexa Fluor 488) and  $\alpha$ -SMA (Alexa Fluor 555) co-immunofluorescence staining was analyzed with QuPath 0.5.0 software. The minimum Gal3 threshold was set to the upper limit of the elastin autofluorescence. The antibodies, dilutions, pretreatment, and treatment conditions, as well as the suppliers, are listed in **Supplemental Table S1**.

### **Cell culture, treatment, western blot analysis and antibodies**

Primary rat aortic VSMC were isolated from Wistar rats by explant and maintained in high-glucose DMEM supplemented with 10% fetal bovine serum (FBS). Cells were identified as VSMC by morphology and immunofluorescence. All experiments were conducted on cells at passage levels 9-16. Primary human aortic smooth muscle cells (HVSMC) from ScienCell (#6110) were grown in Smooth Muscle Cells Medium (ScienCell #1101) supplemented with FBS (ScienCell #0010), smooth muscle cell growth supplement (ScienCell #1152), and penicillin/streptomycin solution (ScienCell #0503). All experiments were conducted on cells at passage levels 2-6. Quiescent VSMC and HVSMC were obtained

by incubating 95% confluent cultures in serum-free high-glucose DMEM, Ham's F-12 (1:1) supplemented with 15 mM Hepes (pH 7.4), 0.1% low-endotoxin bovine serum albumin, and 5 µg/mL transferrin for 48 hours. Cultures were maintained at 37°C in an atmosphere of 95% air and 5% CO<sub>2</sub>. For VSMC experiments using Ang II (Sigma-Aldrich; A9525) and the selective IKKβ inhibitor MLN120B (Selleckchem, #S7736), cells were treated with vehicle alone or with 10 µM inhibitor for 30 min before adding 100 nM Ang II for the indicated times. For VSMC experiments using MLN120B alone, cells were treated with vehicle or the indicated concentrations of the inhibitor for 6 days. For HVSMC experiments, cells in the first set were treated with 1 µM Ang II for 15 min. In the second set, they were treated with 1 µM Ang II or 10 ng/µl PDGF-BB (ThermoFisher, #100-14B) for 48 hours. Following the treatments, cells were rinsed twice with ice-cold PBS, and whole-cell extracts were prepared using Triton X-100 lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 50 mM sodium fluoride, 5 mM EDTA, 40 mM β-glycerophosphate, 1 mM sodium orthovanadate, 0.1 mM phenylmethylsulfonyl fluoride, 1 µM leupeptin, 1 µM pepstatin A, 1% Triton X-100, and 10% glycerol) for 30 min at 4°C. Lysates were clarified by centrifugation at 13,000 × g for 10 min, and equal amounts of protein (60 µg) were subjected to electrophoresis on 10% acrylamide gels. Proteins were then transferred electrophoretically to Hybond-C nitrocellulose membranes (Amersham Biosciences) in a buffer containing 25 mM Tris, 192 mM glycine, and 20% methanol. Immunoblot analysis for each antibody was performed following the manufacturer's instructions. Commercial antibodies were purchased from the following suppliers: phospho-p70 S6 Kinase (Thr389, #9205), anti-p70 S6 Kinase (#2708), anti-IKKβ (D30C6, #8943), phospho-NF-kappaB p65 (Ser536, #3031), anti-β-Catenin (#8480), anti-GAPDH (14C10, #2118), anti-CD68 (#86985) and anti-KLF4 (#4038) from Cell Signaling Technologies Inc.; anti-CCN2 (PA1-22376); anti-β-actin clone AC-74 (A5316) from Millipore-Sigma; anti-MMP9 (#ab38898) from Abcam; anti-TET2 (#21207-1-AP) from Proteintech; anti-alpha-SMA (#MA5-11547) from Invitrogen.

## RNA isolation and quantitative RT-PCR analysis

Total RNA from tissues composed of the end of the thoracic aorta and the beginning of the SRA segments was extracted as follows. Briefly, tissues were cut into small pieces in Trizol and homogenized in a Dounce glass homogenizer with a glass pestle using an overhead stirrer. Chloroform (0.2 vol) was added to the mixture to isolate the aqueous layer, and an equal volume of 70% ethanol was then added. The RNA was then isolated using the PicoPure RNA isolation Kit (No. KIT0204, Thermo Fisher Scientific) according to the manufacturer's instructions. Total RNA from SRA region was extracted using the RNeasy Mini Kit (No. 74106, Qiagen). Briefly, tissues were cut into small pieces in RLT buffer and homogenized in a 1.5 mL Eppendorf tube with a PTFE tip/stainless steel shaft pestle using an overhead stirrer. The RNA was then isolated according to the manufacturer's instructions. RNA was quantified using a NanoPhotometer (Implen GmbH, Munich, Germany), and samples were evaluated for integrity using a 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). RNA was reverse transcribed into cDNA with the Maxima First Strand cDNA synthesis kit with dsDNase (Thermo Fisher Scientific). Gene expression was determined using assays designed with the Universal Probe Library from Roche ([www.universalprobelibrary.com](http://www.universalprobelibrary.com)). For each qPCR assay, a standard curve was generated to ensure the assay efficiency was between 90% and 110%. The QuantStudio7 qPCR instrument (Thermo Fisher Scientific) was used to detect the amplification level. All reactions were run in triplicate, and Relative mRNA expression was calculated according to the comparative threshold ( $C_T$ ) formula  $2^{-\Delta\Delta C_T}$ , where  $\Delta\Delta C_T = \Delta C_T \text{ test sample} - \Delta C_T \text{ calibrator sample}$  and  $\Delta C_T = C_T(\text{target}) - C_T(\text{endogenous control})$ . *Hprt* and *Actb* were used as endogenous controls. The sequences of the primers and Universal Probe Library (UPL) probes used are listed in **Supplemental Table S2**.

## Protein isolation from SRA

Protein extraction from SRA tissues was performed using Thermo Scientific™ T-PER™ Tissue Protein Extraction Reagent (catalogue number 78510) with freshly added protease and phosphatase inhibitors.

Tissues were cut directly in a glass homogenizer tube with scissors, homogenized with a glass tip at a speed of  $\leq 2$ , and the tip was rinsed with an additional 50  $\mu$ L of T-PER buffer. The homogenate was sonicated for 5 s three times at 18% amplitude, centrifuged at  $10,000 \times g$  for 5 min at 4 °C, and the supernatant was collected for immunoblot analyses.

### **IKK $\beta$ deletion in human aortic smooth muscle cells**

Stable populations of IKK $\beta$ -deficient HVSMC were generated as previously described [66].

### **Analysis of scRNA-Ssq data**

Single-cell RNA sequencing data from human AAA ( $n = 4$ ) and nonaneurysmal ( $n = 2$ ) samples, available in the public Gene Ontology Database (GSE166676), were analyzed as previously described [67].

### **Cytokine profiling**

Plasma samples from mice infused with 500 ng/kg/min of Ang II for 28 days were collected at necropsy, stored at  $-80^{\circ}\text{C}$ , and shipped on dry ice to Eve Technologies (Calgary, AB, Canada). Samples were run undiluted in the mouse cytokine/chemokine array 44-Plex (MD44) discovery assay.

### **RNA-Sequencing**

Total RNA from the SRA region of IKK $\beta^{+/+}$  and IKK $\beta^{-/-}$  mice infused with saline or Ang II (1000 ng/min/kg) for 24 hours was subjected to RNA-Sequencing. Transcriptome libraries were generated using the KAPA RNA HyperPrep (Roche) with poly (A) selection (Thermo Scientific). Sequencing was performed on the Illumina NextSeq500, yielding approximately 20M single-end 84 bp reads per sample. Sequences were trimmed for sequencing adapters and low-quality 3' bases using Trimmomatic version 0.35 [68] and aligned to the reference mouse genome version GRCm38 (gene annotation from

Gencode version M25, based on Ensembl 100) using STAR version 2.7.1a [69]. Gene expressions were obtained from STAR both as readcounts and TPM values as well as computed using RSEM [70] to obtain normalized gene and transcript level expression, in TPM values, for these stranded RNA libraries. DESeq2 version 1.30.1 [71] was then used to normalize gene read counts. 

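The principal components were computed on log2(normalized count + 1) of the genes tested in the 19 mice, centred and not scaled. PC1 held 17.6% and PC2 14.3% of the variance. Differences between the 4 groups made up 58.0% of the variance along PC1 and 81.4% along PC2. Along PC2 every Ang II-treated mouse lay above every saline-infused mouse, between 7.05 and 45.3 in IKKβ+/+ and between 5.18 and 49.0 in IKKβ-/- mice, against a highest saline-infused mouse at -5.77. Along PC1 the saline-infused IKKβ-/- mice lay between -86.3 and -2.18 and the saline-infused IKKβ+/+ mice between 5.30 and 25.5. X2406, X2403 and X2380, the mice lowest along PC1, also had the highest shares of Malat1 reads, at 3.11, 0.905 and 0.738%. In saline-infused IKKβ+/+ mice this share was 0.0544 to 0.203%. X2385, with a mitochondrial share of 37.2%, lay at 0.342. Position along PC1 can therefore not be read as genotype alone. The Ang II-treated mice of the genotypes overlapped on both components. With genes scaled to unit variance, the shares were 17.4% and 17.0%, and with the 500 genes of largest variance they were 25.1% and 18.2%.

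**Figure D3:**
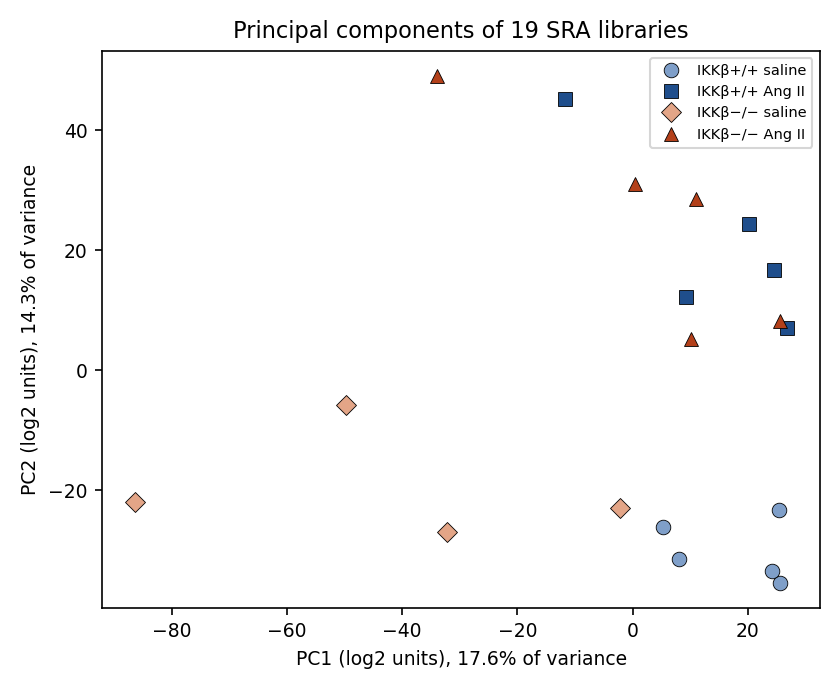
Positions of the 19 SRA libraries on the first and second principal components (log2 units), marked by genotype and treatment. All Ang II-treated mice lie above all saline-infused mice on PC2, and Ang II-treated mice of the 2 genotypes overlap.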

Principal component analysis (PCA) showed good separation of the 4 groups (IKK $\beta^{+/+}$ -saline; IKK $\beta^{+/+}$ -Ang II; IKK $\beta^{-/-}$ -saline; IKK $\beta^{-/-}$ -Ang II), with PC1 at 18% variance and PC2 at 17% variance.

### **Functional classification and gene set enrichment analyses**

For the volcano-plot representation of differentially expressed transcripts (DET) between groups of mice treated with Ang II (1000 ng/min/kg, 24 hours) versus controls (saline, 24 hours), threshold values for fold change  $> 1.2$  fold ( $\text{Log}_2 > 0.26303441$ ) and false-discovery rate (FDR)-adjusted p-values  $< 0.1$  ( $-\text{Log}_{10} > 1.0$ ) were used. For the heatmap representation of DET and functional analyses, the fold change threshold was further increased at  $> 1.5$  fold ( $\text{Log}_2 > 0.5849265$ ). 

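At the fold change of 1.5, limma with Benjamini-Hochberg adjustment kept 752 genes in IKKβ+/+ mice. In IKKβ-/- mice it kept 574 genes, 291 higher and 283 lower. An adjusted p under 0.05 with the fold change of 1.2 left 638 genes in IKKβ+/+ and 412 in IKKβ-/- mice.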

Functional classification of DET was done with Metascape [72] using the GO Biological Processes (GOBP) and KEGG Pathway ontology sources. All genes in the genome have been used as the enrichment background. Terms with a p-value  $< 0.01$ , a minimum count of 3, and an enrichment factor  $> 1.5$  were collected and grouped into clusters based on their membership similarities. More specifically, p-values are calculated based on the cumulative hypergeometric distribution. Enrichment and bubble graphs were generated from MetaScape data with the R software using ggplot2. Gene set enrichment analyses (GSEA) were done using GSEA software (v. 4.3.0) [29, 73] using normalized read counts, excluding undetected transcripts (absence in all samples). MSigDB gene set collections used were Hallmarks, GOBP, and Wikipathways. The Cytoscape software (v. 3.10.1) [74] with the EnrichmentMap Cytoscape App [75] was used for GSEA (GOBP) network representation. Cutoff parameters were: p-value of 0.05 and FDR q-value of 0.1. Small groups were excluded (e.g. 4 nodes or less). For leading edge analyses, heatmaps representing the fold change between Ang II and saline groups were prepared with the top 15 genes with the highest fold

change in enrichment cores of GSEA analyses using GraphPad Prism (version 10.2.2). GSEA Pathways were oxidative phosphorylation (OXPHOS) (GOBP), ribosome biogenesis (GOBP), unfolded protein response (UPR) (Hallmarks), sterol biosynthetic process (GOBP), lung fibrosis (Wikipathways), and fatty acid beta oxidation (GOBP). The PScan online software (version 1.6) [76] was used for the identification of over-represented transcription factor binding sites (TFBS) in the promoter associated with significant upregulated transcripts. Gene symbols were converted to Refseq mRNA accessions with db2db (bioDBnet) [77], promoter regions were from -950 to +50, and the descriptor was Jaspar 2020\_NR.

## SUPPLEMENTARY TABLES

### Supplemental Table S1

List of antibodies used in the IHC and IF staining

| Antibody      | Source                        | Dilution | Unmasking | Incubation time (min) |                    |
|---------------|-------------------------------|----------|-----------|-----------------------|--------------------|
|               |                               |          |           | Primary antibody      | Secondary antibody |
| IKK $\beta$   | Novus Biological<br>NB600-477 | 1/1000   | H2        | 60                    | 15                 |
| MOMA-2        | Bio-Rad<br>MCA519G            | 1/50     | E1        | 30                    | 15                 |
| MMP2          | Abcam<br>ab37150              | 1/100    | H1        | 15                    | 8                  |
| $\alpha$ -SMA | Invitrogen<br>MA5-11547       | 1/50     | H2        | 180                   | 60                 |
| Gal3          | Cederlane<br>CL8942AP         | 1/100    | H2        | 180                   | 60                 |

## Supplemental Table S2

Sequences of the primers and UPL probes.

| Gene          | Accession number | UPL Probe | Oligo FWD               | Oligo REV                |
|---------------|------------------|-----------|-------------------------|--------------------------|
| <i>Vcam1</i>  | NM_011693.3      | 34        | tggtgaaatggaatctgaacc   | cccagatggtggttcctt       |
| <i>Icam1</i>  | NM_010493.2      | 81        | cccacgctacctctgctc      | gatggatacctgagcatcacc    |
| <i>Il1b</i>   | NM_008361.3      | 38        | agttgacggaccccaaaag     | agctggatgctctcatcagg     |
| <i>Ccl2</i>   | NM_011333.3      | 19        | cttctgggcctgctgttc      | gtggggcggttaactgcat      |
| <i>Mmp2</i>   | NM_008610.3      | 75        | gcgcttttctggaatccat     | gggtatccatctccatgctc     |
| <i>Mmp9</i>   | NM_013599.2      | 53        | cctgaaaacctccaacctca    | ggtgtaaccatagcgggtacaagt |
| <i>Mmp14</i>  | NM_008608.3      | 42        | gagaacttcgtgttgctga     | ctttgtgggtgacctgact      |
| <i>Colla2</i> | NM_007743.2      | 80        | ctggtgcacagggtgtga      | ctcctgcttgacctggagtt     |
| <i>Col3a1</i> | NM_009930.2      | 64        | tggaccccaaggtcttcc      | catctgatccagggtttcca     |
| <i>Timpl</i>  | NM_001044384.1   | 76        | gcaaagagctttctcaaagacc  | agggatagataaacagggaacact |
| <i>Lox</i>    | NM_010728.3      | 82        | ctcctgggagtgccacag      | cttgctttgtggccttcag      |
| <i>Loxl1</i>  | NM_010729.3      | 64        | tatgctgcacctctcacac     | tgtccgcattgtatgtgcat     |
| <i>Loxl2</i>  | NM_033325.2      | 69        | gacctacaaccccaaagccta   | gtgcccgtgcagttcatag      |
| <i>Loxl4</i>  | NM_001164311.1   | 15        | gttgacaaactgccacaca     | gggagtgagtaaatggcttc     |
| <i>P4ha2</i>  | NM_011031.2      | 78        | ccgcctgctctctcttga      | ccgttcaaagtaccgcagat     |
| <i>P4ha3</i>  | NM_177161.4      | 72        | ctcgagagttccttgtctacagc | ttctcagccaagagcctttc     |
| <i>Tgfb1</i>  | NM_011577        | 72        | tggagcaacatgtggaactc    | gtcagcagccggttacca       |
| <i>Klf4</i>   | NM_010637.3      | 62        | cgggaaggaggagaagacact   | gagttcctcacgccaacg       |
| <i>Tagln</i>  | NM_011526.5      | 13        | ccttcagtcacaaacgac      | gtaggatggacccttggttg     |
| <i>Myh11</i>  | NM_001161775     | 74        | cagacctcatgcagctccaa    | tctccaggtcagcttgcttg     |
| <i>Atg5</i>   | NM_053069        | 18        | cactctctcgatggctgctt    | ttcaatgtggacagcaagcta    |
| <i>Actb</i>   | NM_007393.3      | 56        | aaggccaaccgtgaaaagat    | gtggtacgaccagaggcatac    |
| <i>Hprt</i>   | NM_013556.2      | 95        | tectcctcagaccgctttt     | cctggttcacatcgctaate     |

SUPPLEMENTARY FIGURES

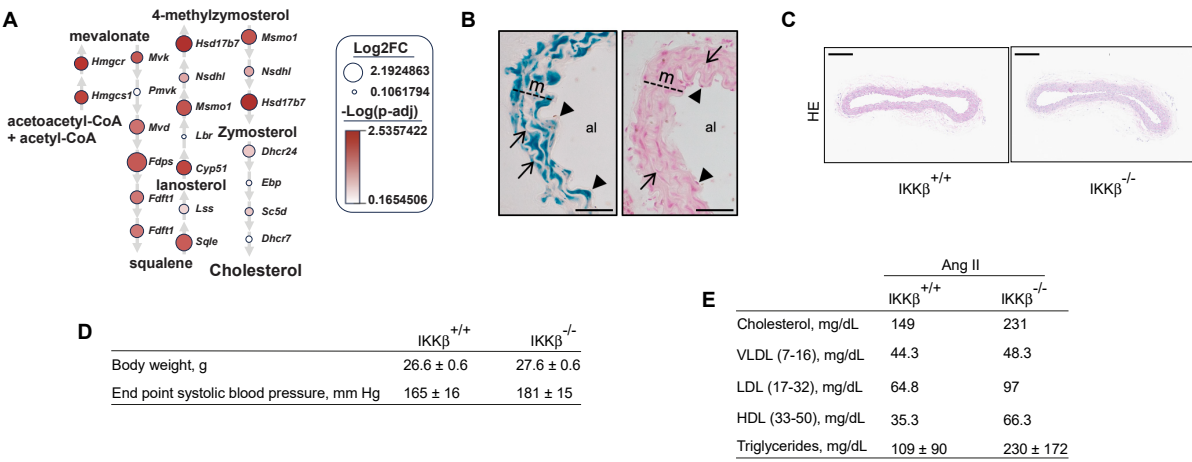

**Supplemental Figure S1: Biochemical and pathophysiological characteristics of the  $IKK\beta^{+/+}$  and  $IKK\beta^{-/-}$  mice and ROSA26/ lacZ reporter mouse line.**

A) Schematic of the enzymatic steps in cholesterol biosynthesis and the induction of associated transcripts by Ang II in wild-type mice after 24 hours of treatment. Bubble size is proportional to fold change (Log2), and colour indicates significance ( $-\log_{10}$  p-value). For clarity, only selected metabolic intermediates are shown. B) Activation of SMA-CreER<sup>T2</sup> upon tamoxifen injection is restricted to VSMC. Eight-week-old heterozygous SMA-CreER<sup>T2</sup>ROSA26/lacZ<sup>+/-</sup> male mice were treated with either 1 mg tamoxifen (left panel) or vehicle (peanut oil; right panel) for 5 days. Isolated SRA regions were collected and subjected to X-Gal staining of 10  $\mu$ m cryosections. Arrows: elastic fibres; arrowheads: endothelial cells; al: aortic lumen; m: media. Scale bars: 40  $\mu$ m. C) Representative haematoxylin and eosin (HE) stains of SRA sections from  $IKK\beta^{+/+}$  ( $n = 2$ ) and  $IKK\beta^{-/-}$  ( $n = 2$ ) mice infused with saline for 28 days. Scale bars: 150  $\mu$ m. D) Endpoint systolic blood pressure was measured during the last week of Ang II infusion at 1000 ng/kg/min for 28 days. Body weights were measured at the protocol endpoint. Data were quantified and presented as mean  $\pm$  SEM. E) Total plasma cholesterol, very-low-density lipoprotein (VLDL) (FPLC fractions 7-16), low-density lipoprotein (LDL) (fractions 17-32), and high-density lipoprotein (HDL) (fractions 33-50) cholesterol were measured at the endpoint of Ang II infusion at 1000 ng/kg/min for 28 days. Data represent pooled plasma from 4 mice per group. Plasma triglyceride concentration was quantified in individual mice ( $n = 4$ /group) and presented as mean  $\pm$  standard deviation.

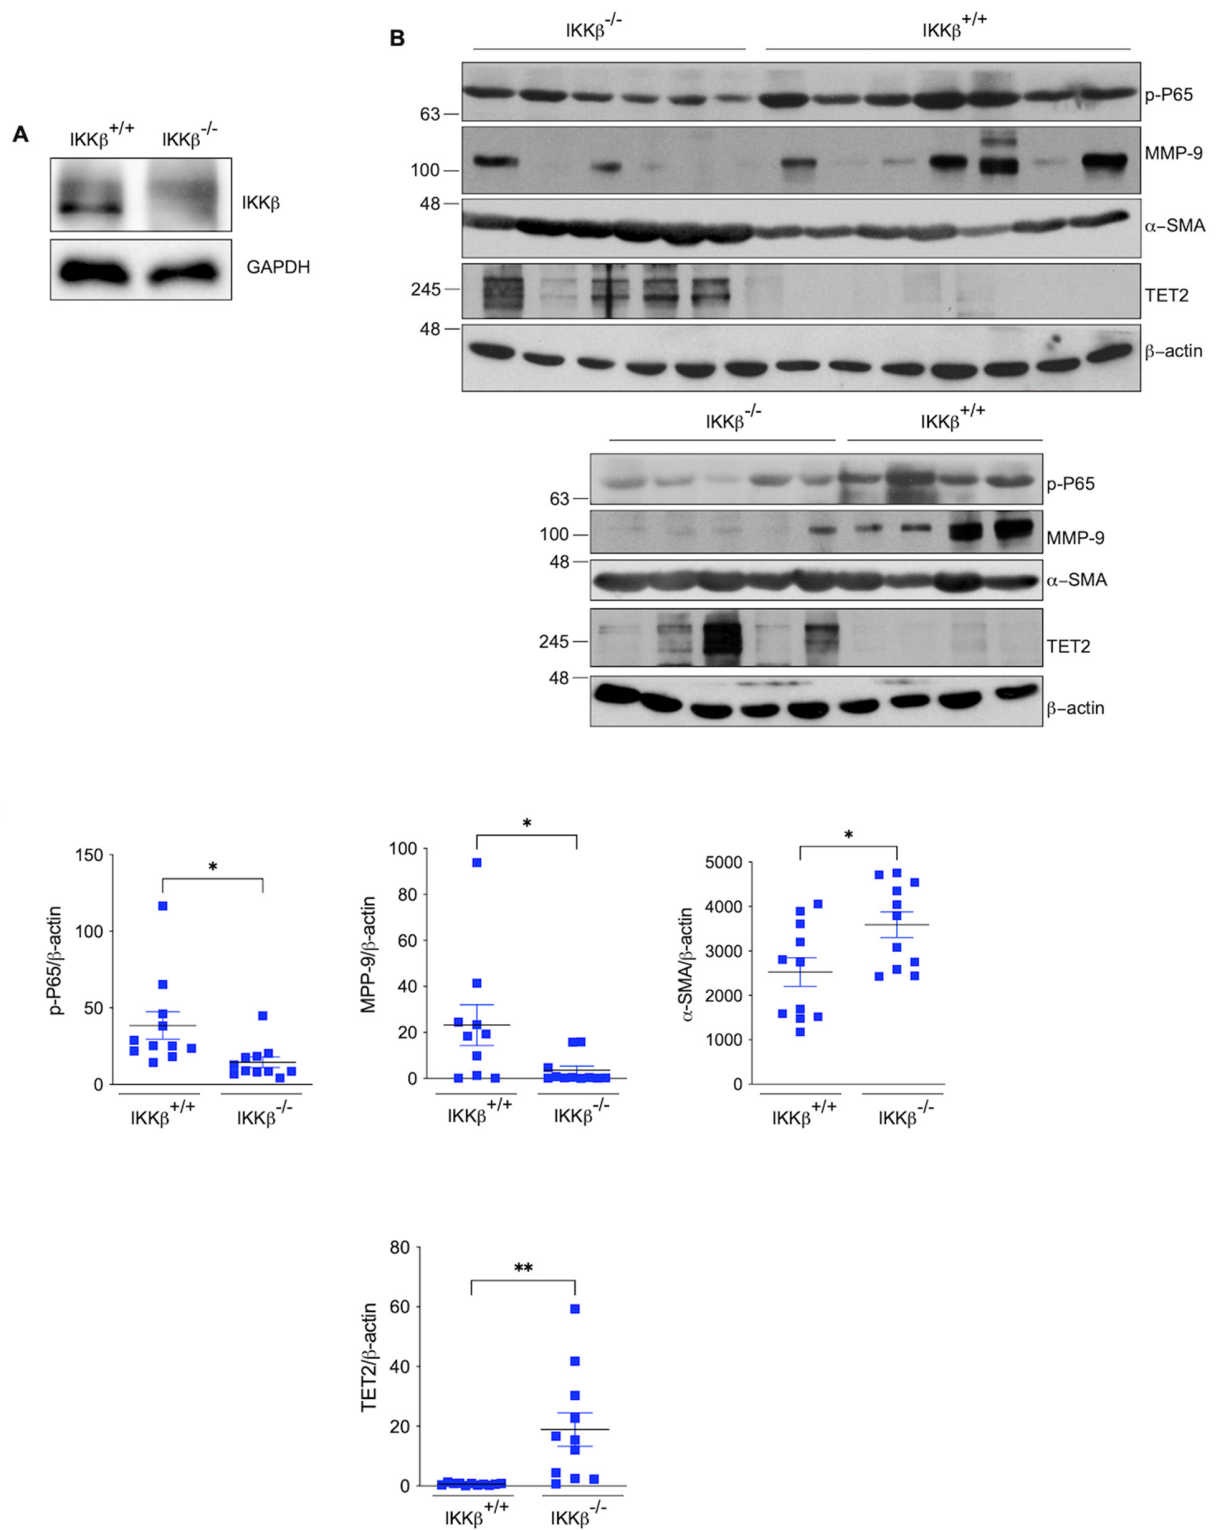

**Supplemental Figure S2: VSMC-specific IKK $\beta$  deletion in mice preserves their contractile phenotype.** A) SRA regions from IKK $\beta$ <sup>+/+</sup> ( $n = 5$ ) and IKK $\beta$ <sup>-/-</sup> ( $n = 5$ ) mice were pooled, and proteins were extracted to validate IKK $\beta$  deletion. B) Proteins were extracted from SRA regions of IKK $\beta$ <sup>+/+</sup> ( $n = 11$ ) and IKK $\beta$ <sup>-/-</sup> ( $n = 11$ ) mice treated with Ang II for 28 days or that died suddenly from aortic rupture. Tissue extracts were subjected to immunoblotting with the indicated antibodies. For markers run on gels in which  $\alpha$ -SMA was detected, the  $\beta$ -actin loading controls shown in the figure were obtained from separate membranes with identical samples, processed in parallel. This approach was necessary because the use of the  $\alpha$ -SMA antibody altered the membrane, which could not be stripped properly. C) Data are presented as mean  $\pm$  SEM. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*\*  $p < 0.0001$ , 2-tailed Student's  $t$  test.

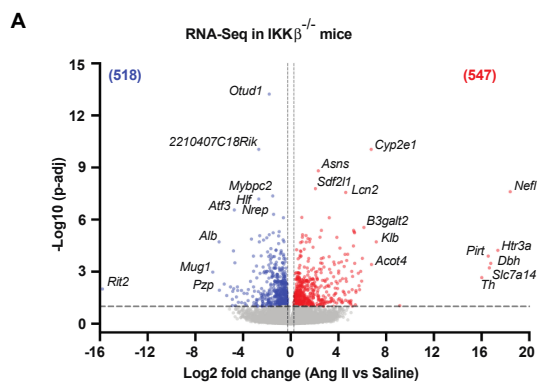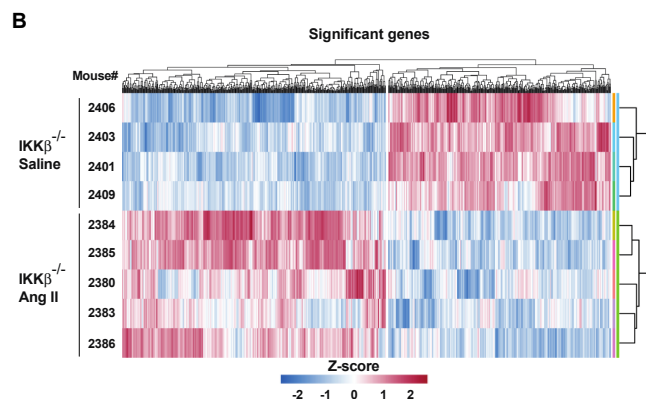

**Supplemental Figure S3: IKK $\beta$ <sup>-/-</sup> mice still respond to Ang II.** A) Volcano plot of differentially expressed transcripts (DET) in the SRA of IKK $\beta$ <sup>-/-</sup> mice after 24 hours of Ang II treatment. Each point shows the mean fold change and the associated p-adjusted value for a single transcript, comparing Ang II (n=5 mice) with saline (n=4 mice). Coloured numbers indicate the number of significantly induced (red) and reduced (blue) transcripts at the given threshold (dotted lines), as described in Materials and Methods. B) Heatmap of significant DET. Expression fold changes have been transformed to z-scores, and clustering has been performed on rows (mice) and columns (transcripts).

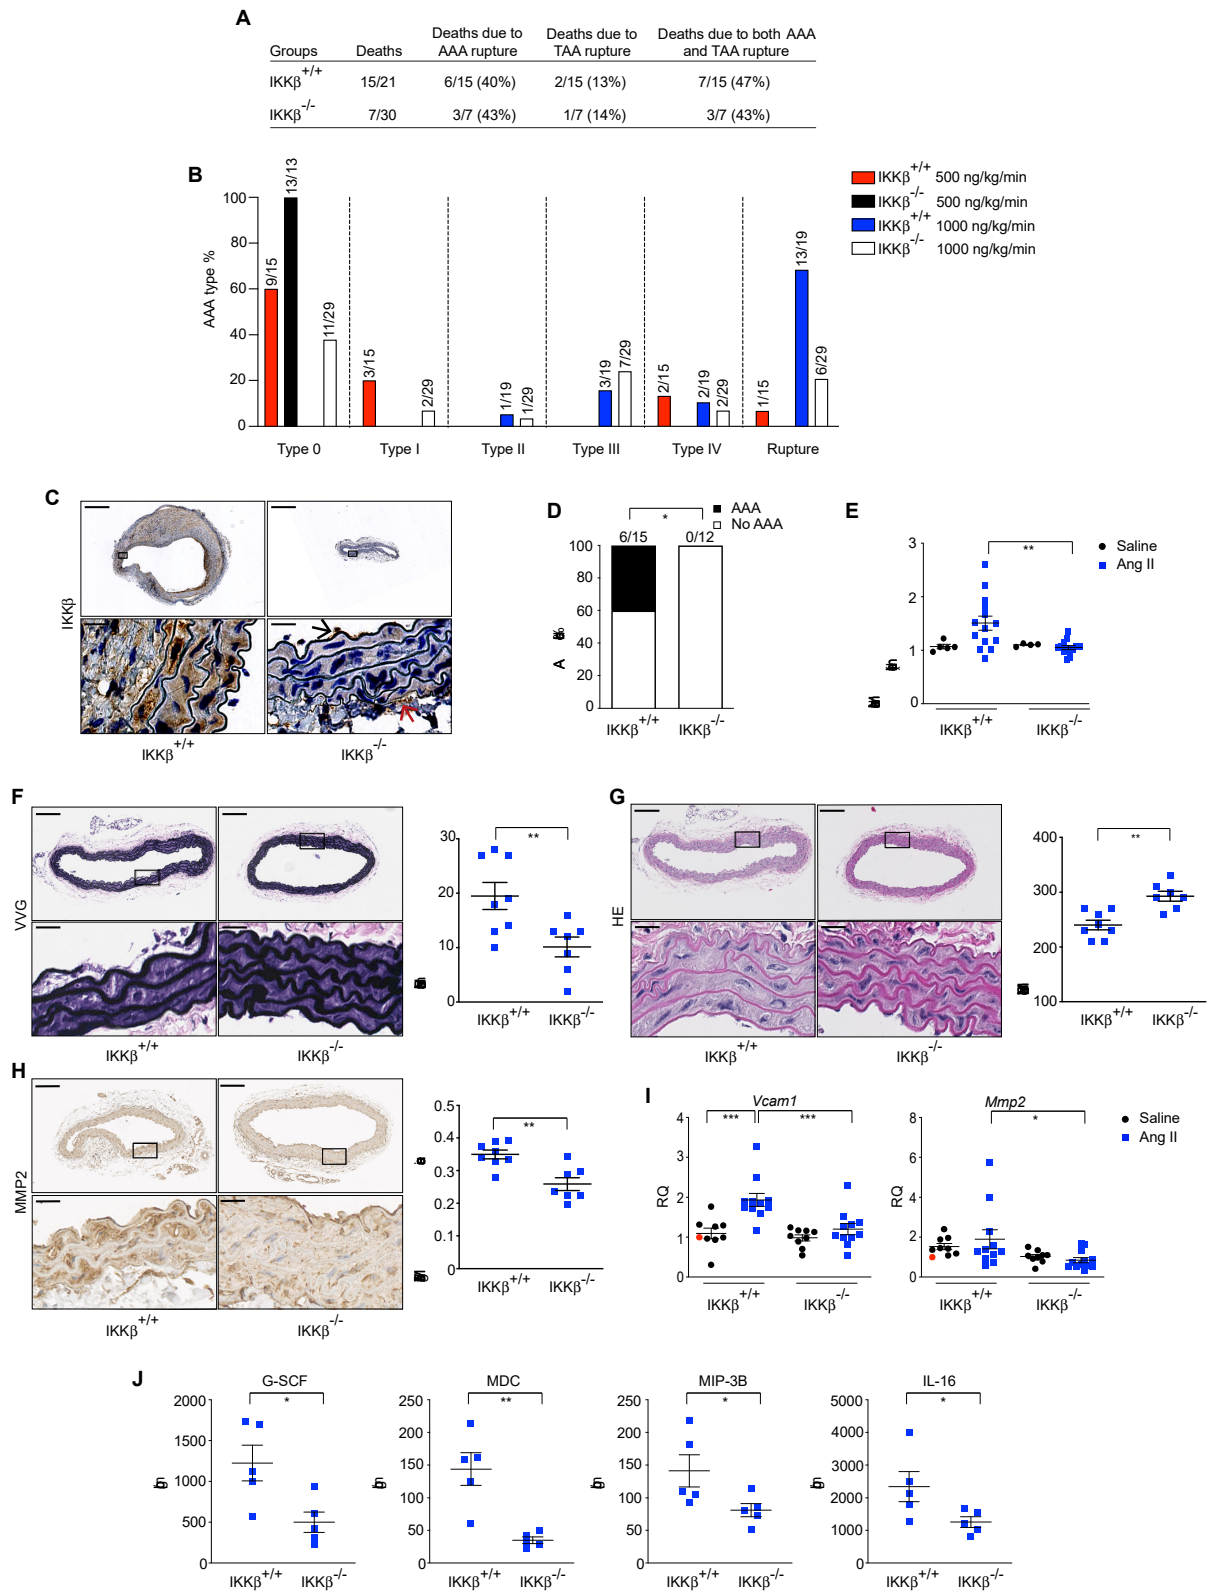

**Supplemental Figure S4: IKK $\beta$  expression in vascular SMC is necessary for AAA development**

**and fatal rupture.** A) Cause of death in both groups infused with Ang II at 1000 ng/kg/min for 28 days.

TAA: thoracic aortic aneurysm. B) AAA classification in both groups infused with Ang II at 500

ng/kg/min or 1000 ng/kg/min for 28 days. C) Representative histochemistry of conditional IKK $\beta$  deletion

in VSMC of SRA sections from IKK $\beta^{+/+}$  ( $n = 2$ ) and IKK $\beta^{-/-}$  ( $n = 2$ ) mice infused with 500 ng/kg/min of

Ang II for 28 days. Black arrow and red arrow indicate intimal and adventitial staining, respectively,

demonstrating specific IKK $\beta$  knockout in the media. Scale bars: 600  $\mu$ m; magnification scale bars: 37.5

$\mu$ m. D) AAA incidence in mice from both groups infused with Ang II at the protocol endpoint. \*  $p <$

0.05, Fisher's exact test. E) Maximal abdominal aortic diameter in mice from both groups infused with

saline or Ang II at the protocol endpoint. Data were quantified and presented as mean  $\pm$  SEM. \*\*  $p <$

0.01, 2-way ANOVA with Tukey's multiple-comparison test. F) Representative Verhoeff–Van

Gieson (VVG) stains of SRA sections from IKK $\beta^{+/+}$  ( $n = 8$ ) and IKK $\beta^{-/-}$  ( $n = 7$ ) mice infused with Ang

II, with elastin breaks counted. Scale bars: 150  $\mu$ m; magnification scale bars: 37.5  $\mu$ m. Data were

quantified and presented as mean  $\pm$  SEM. \*\*  $p < 0.01$ , 2-tailed Student's  $t$  test. G) Representative

haematoxylin and eosin (HE) stains of SRA sections from both IKK $\beta^{+/+}$  ( $n = 8$ ) and IKK $\beta^{-/-}$  ( $n = 7$ ) mice

infused with Ang II, with medial VSMC count. Scale bars: 150  $\mu$ m; magnification scale bars: 37.5  $\mu$ m.

Data were quantified and presented as mean  $\pm$  SEM. \*\*  $p < 0.01$ , 2-tailed Student's  $t$  test. H)

Representative MMP2 immunohistochemistry of SRA sections from IKK $\beta^{+/+}$  ( $n = 8$ ) and IKK $\beta^{-/-}$  ( $n = 7$ )

mice infused with Ang II, with scoring. Scale bars: 150  $\mu$ m; magnification scale bars: 37.5  $\mu$ m. Data

were quantified and presented as mean  $\pm$  SEM. \*\*  $p < 0.01$ , 2-tailed Student's  $t$  test. I) qPCR analysis of

*Vcam1* and *Mmp2* mRNA expression in adSRA lysates from IKK $\beta^{+/+}$  ( $n = 9$ ) and IKK $\beta^{-/-}$  ( $n = 9$ ) mice

infused with saline, and from IKK $\beta^{+/+}$  ( $n = 11$ ) and IKK $\beta^{-/-}$  ( $n = 13$ ) mice infused with Ang II at the

protocol endpoint. Red circles represent the reference. Data were quantified and presented as mean  $\pm$

SEM. \*  $p < 0.05$ , \*\*\*  $p < 0.001$ , 2-way ANOVA with Tukey's multiple-comparison test. RQ: relative

quantification. J) Levels of circulating neutrophil/macrophage chemokines from both groups infused

with Ang II ( $n = 5$ ). Data were quantified and presented as mean  $\pm$  SEM. \*  $p < 0.05$ , \*\*  $p < 0.01$ , 2-tailed Student's  $t$ -test.

How the deposited data were processed for this re-analysis (not part of the article)

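Bulk RNA-Seq of the suprarenal abdominal aorta was read from 1 table of 20408 genes in 19 male mice, taken 24 h after the start of the infusion: 5 Ang II-treated and 5 saline-infused IKKβ+/+ mice, and 5 Ang II-treated and 4 saline-infused IKKβ-/- mice. The authors prepared poly(A) libraries, sequenced them as single reads, trimmed them with Trimmomatic, aligned them to GRCm38 with STAR, counted them on Gencode genes and normalized the counts with DESeq2. The signal values deposited by the authors are these normalized counts, the reads of each mouse divided by its size factor. All values (100%) were, within a small tolerance, whole multiples of 1 read, from which the reads were recovered. Every gene of the table was above 0 in at least 4 mice, a filter that the text of the paper does not name. The table held 13 symbols more than once, and all of its per-sample columns were used.

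Between 11382573 and 19906694 reads per mouse lay on genes. This depth sets the precision of genes with few reads, so genes were tested if they had at least 10 normalized counts in at least 4 mice, which left out 5563 genes and kept 14845. A pseudocount of 1 was added before taking log2. On this scale the fold change of genes with few reads is pulled toward 0. A group with at most 3 reads in every mouse was taken as at the floor, and its fold change as a bound. The floor covers counting error only.

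Expression was compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend), in a single fit with a mean for each of the 4 groups. The comparisons were Ang II against saline in IKKβ+/+ and in IKKβ-/- mice, the difference between these effects, and IKKβ-/- against IKKβ+/+ mice with saline and with Ang II. Tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene passed at an adjusted p under 0.1 and a fold change above 1.2, as in the paper. Gene lists were tested with camera of limma (correlation 0.01), with Benjamini-Hochberg adjustment over 31 lists in each comparison: 12 lists of single processes, the 6 lists of Fig. 3D and 13 Reactome sets carried by fgsea 1.28.0. A further 20 lists held markers of cell types, clock genes, glucocorticoid targets and immediate early genes. The score of a list in a mouse is the mean over its genes of the log2 value minus the mean of that gene over all mice. Scores were compared between 2 groups by exact permutation tests over mice. The difference of an effect between genotypes was tested by permuting the genotypes within each treatment (all 31752 arrangements). This test is not exact for the difference when the genotypes differ as such, as they did with saline, and permuting the treatments within each genotype is not exact when Ang II has an effect. Its p-values are given as permutation p and do not single out the difference between the effects. Over-representation was tested by Fisher's exact test, one-sided, against the genes tested.

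The genes named are those that the paper labels in Figs. 1A, 3D, S1A and S3A or measures by qPCR at 24 h, and in each comparison the 5 largest rises and the 5 largest falls among genes past the threshold whose groups did not overlap and whose mean was at least 50 in a group. Some of these genes are not reported here. This rule, the lists of processes and markers, the tests and most of the alternatives were set before the data were examined.

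The alternatives were a pseudocount of 4, no filter on low values, only the groups compared in the fit, array quality weights, TMM scaling (edgeR 4.0.16), the edgeR quasi-likelihood test and DESeq2 1.42.0 on the recovered reads, an adjusted p under 0.05, a fold change above 1.5, the adipocyte or neuronal score as a covariate, camera with an estimated correlation, fry, principal components of scaled values or of 500 genes, and each mouse left out in turn. DESeq2 without the filter, the clock score as a covariate, the removal of a trend with transcript length, the adipocyte score for lists other than fatty acid oxidation and the permutation of treatments within each genotype were added after seeing the data.

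The fit was tested on simulated data with 200 changed genes, of which limma called 152 (76.0%) along with 14 unchanged genes. On the same data edgeR called 157 and 15, and DESeq2 171 and 51. The collections of Metascape, MSigDB and JASPAR were not used here, so the enrichment networks and the binding sites of transcription factors were not analysed here. The experiments on aortic wall structure, staining, qPCR and public single-cell data have no values here.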

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

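The splits of the mice, the tests with the clock score as a covariate, the correlation of sequencing depth with the mitochondrial share, the test of the Fig. 3D fatty acid oxidation list, the test of the adipocyte score beside smooth muscle genes, the test of muscle transcripts in saline-infused mice and the permutation of treatments within each genotype were chosen only after the results were seen. So was the removal of the trend with transcript length. The other tests were written before the results were seen.

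In 30 of 308 groups of mice, 1 mouse lay far from the others of its group, where chance gives 15.4. Of these, 5 fell on the saline-infused IKKβ+/+ mouse X2370, 4 on the saline-infused IKKβ-/- mouse X2409, and 3 each on X2350, X2358, X2383 and X2403. The Ang II-treated IKKβ+/+ mouse X2350 had 2137 normalized counts of Sqle (499 to 818 in the other Ang II-treated IKKβ+/+ mice), 6738 of Hspa1a (208 to 756) and a Malat1 share of 0.495% (0.141 to 0.203%). In the same group X2358 had 922 normalized counts of Il11 (12.8 to 96.4), 3264 of Prg4 (381 to 1081) and an adipocyte score of -1.23 (0.23 to 0.69). X2356 had 403 normalized counts of Atg5 (449 to 455) and a Schwann cell score of 0.94 (-0.62 to -0.30), X2352 a glucocorticoid score of -0.056 (0.46 to 0.63) and X2359 a Fig. 3D oxidative phosphorylation score of -0.039 (0.17 to 0.24). Among saline-infused IKKβ+/+ mice X2370 had 474 normalized counts of Sqle (222 to 291), 415 of B3galt2 (7.9 to 123), 57.9 of Ckm (15.9 to 27.3), 47.3 of Klb (1.6 to 12.0) and a neuronal score of 0.76 (-0.66 to -0.28). X2373 had 3781 normalized counts of Hspa1a (445 to 850), and X2376 had 14.2 of Lcn2 (7.1 to 8.0) and 2890 of Zfp36l1 (3841 to 4222). Mice within a group share genotype, treatment and time, so no biological explanation was tested for these values. The counts of differentially expressed genes without these mice are given with the alternatives.

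In the IKKβ-/- mice, the Ang II-treated mouse X2383 had 6.3 normalized counts of Alb (0 to 1.3), a Fig. 3D oxidative phosphorylation score of -0.57 (0.35 to 0.72) and an endothelial score of -1.22 (0.05 to 0.45), and X2384 had a UPR score of 0.25 (0.00 to 0.03). Among saline-infused mice X2403 had 32.7 normalized counts of Acsm3 (0 to 2.2), 173 of Adipoq (17.4 to 30.5) and a neuronal score of -1.14 (-0.50 to -0.37). X2409 had 2365 normalized counts of Zfp36l1 (3259 to 3435), 2.2 of Klb (0 in the others), a cholesterol score of 0.15 (-0.28 to -0.23) and a cell division score of -0.90 (0.52 to 0.77). X2406 had a Schwann cell score of 0.77 (-0.45 to -0.38). X2406 was also the library with the fewest reads. Its mitochondrial share of 38.7% and that of X2385, at 37.2%, were the highest of the 19 mice. Over the 19 mice, within groups, the share fell with the number of reads on genes (Pearson r = -0.823, permutation p = 0.00039, and Spearman rho = -0.756, permutation p = 0.00185, adjusted p = 0.00145 over 5 relations by Benjamini-Hochberg). It was r = -0.695 without X2409 and X2406, the mice farthest in depth, and -0.722 without X2406 and X2385. A share of reads is not by itself raised by counting fewer reads, so this relation does not make lower depth the cause. RNA quality was not given, and a difference between the mice stays open.

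The effect of Ang II on the Fig. 3D fatty acid oxidation score was larger in IKKβ-/- than in IKKβ+/+ mice by 1.01 (two-sided permutation test over mice, p = 0.0172), and that on the adipocyte score by 2.72 (permutation p = 0.0233). With the treatments permuted within each genotype in place of the genotypes within each treatment, these p-values were 0.0547 and 0.0503. Neither permutation is exact for a difference of effects when genotype and Ang II each have effects of their own, which holds for all p-values of such differences below. The adipocyte list has 22 markers, of which 20 were tested, and 1 of them, Adipoq, is also among the 15 genes of the Fig. 3D list. Over the 19 mice, within groups, the adipocyte score went with the score of the broader fatty acid oxidation list (Pearson r = 0.718, permutation p = 0.00483, and Spearman rho = 0.665, permutation p = 0.0127), and r was 0.671 without X2372 and X2383, the mice farthest from the median of the adipocyte scores within groups, and 0.713 without X2372 and X2370, which lay nearly as far out. For the Fig. 3D list without adipocyte markers r was 0.774 (permutation p = 0.00058, rho = 0.767, permutation p = 0.00156), and 0.732 and 0.771 without the same mice. Adjusted by Benjamini-Hochberg over 5 relations, the p-values of r were 0.00805 and 0.00145. Adipoq, an abundant adipocyte transcript, had 60.1 ± 75.3 normalized counts (SD, n = 4) in saline-infused and 1644 ± 1554 (SD, n = 5) in Ang II-treated IKKβ-/- mice, 365 ± 387 (SD, n = 5) in saline-infused and 426 ± 217 (SD, n = 5) in Ang II-treated IKKβ+/+ mice. More RNA of perivascular fat in some libraries is therefore a candidate explanation for the rise of lipid catabolism genes in IKKβ-/- mice. A change of adipocytes or of lipid metabolism with genotype was not tested and stays open. The saline-infused IKKβ-/- mice had a lower adipocyte score than the saline-infused IKKβ+/+ mice, by -1.76 on the log2 scale (exact permutation p = 0.111).

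The effect of Ang II on sterol genes and on the 15 UPR genes of Fig. 3D was smaller in IKKβ-/- mice, by -0.85 for the cholesterol enzyme score (permutation p = 0.0135), -0.98 for the Fig. 3D sterol score (permutation p = 0.0118) and -0.76 for the Fig. 3D UPR score (permutation p = 0.0132). The score of the 50 genes of the broader UPR list differed by -0.037 (permutation p = 0.827) and rose in IKKβ-/- mice by 0.30 (exact permutation p = 0.00794, 5 of 5 mice above every saline-infused mouse). With Benjamini-Hochberg adjustment over the 39 scores tested, 8 had an adjusted p under 0.1, and the cholesterol, Fig. 3D sterol and Fig. 3D UPR scores each had 0.0753. With the treatments permuted within each genotype, the p-values of these scores were 0.0342, 0.0314 and 0.0548, and 0 of the 39 scores had an adjusted p under 0.1 (6 had an unadjusted p under 0.05). The Fig. 3D lists were picked from these libraries, and 11 of their sterol genes are also among the 18 enzymes. A difference of clock phase between the groups was weighed as an explanation for the cholesterol score. With the clock score as a covariate the difference was -0.96 (standard error 0.34), against -0.85 (standard error 0.32) without it, which argues against clock phase as the whole cause. A batch of mice stays open, because each group held its own block of mouse numbers. The design names a biological difference, the deletion of Ikbkb.

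The effect of Ang II also differed between genotypes by -3.06 for the liver score (permutation p = 0.0035), -0.77 for skeletal muscle genes (permutation p = 0.00765), -0.60 for contractile genes of smooth muscle (permutation p = 0.00976), -1.47 for immediate early genes (permutation p = 0.00665) and -0.61 for glucocorticoid targets (permutation p = 0.0373, adjusted p = 0.145 by Benjamini-Hochberg). With the treatments permuted within each genotype these p-values were 0.00535, 0.0138, 0.0139, 0.0271 and 0.138. The liver score rests on 3 of 20 genes, and 3 of 4 saline-infused IKKβ-/- mice lay above every Ang II-treated IKKβ-/- mouse. Alb reached 307 normalized counts in X2403 and 30.6 to 99.4 in the other saline-infused IKKβ-/- mice. Liver tissue carried along may explain a rise in single libraries, but with so few genes this cannot be told apart from a difference between the groups. For skeletal muscle, Ckm rose by 199.9 normalized counts with Ang II in IKKβ+/+ mice while the other abundant muscle transcripts tested, Acta1, Mylpf and Tnnt3, changed by a median of 9.68, which argues against muscle tissue carried along as the whole cause of the rise of Ckm. The difference of the muscle score between genotypes came from IKKβ-/- mice, where the effect was -0.72, against 0.05 in IKKβ+/+ mice. Acta1, Mylpf and Tnnt3 differed between saline-infused IKKβ-/- and saline-infused IKKβ+/+ mice by a median of 18.7 normalized counts, with 54.7 ± 17.5 (SD, n = 4) against 32.3 ± 37.4 (SD, n = 5) for Acta1. With so few reads, muscle tissue carried along in these libraries cannot be told apart from a difference between the groups. For the contractile genes, which rose in IKKβ+/+ mice by 0.42, a lower share of fat and other cells was weighed. The adipocyte score changed by 0.013, the endothelial score by -0.57, the fibroblast score by -0.53 and the macrophage score by -0.12, so that a lower share of other cells and a rise of the genes themselves cannot be told apart. Immediate early genes fell in IKKβ-/- mice by -1.48 (exact permutation p = 0.00794, 5 of 5 mice below every saline-infused mouse). These genes respond to handling and to the time from death to freezing, which the paper's text does not give, so this explanation was not tested. The immediate early score did not move in IKKβ+/+ mice, with a difference of -0.01 (exact permutation p = 0.968).

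The genotypes were also compared under the same treatment. With saline, 812 genes differed between IKKβ-/- and IKKβ+/+ mice in limma, 504 higher and 308 lower in IKKβ-/- mice, and 2857 had an unadjusted p under 0.05. The groups did not overlap in 1301 genes (8.76%), where chance gives 1.59%. With Ang II, 19 genes differed, 3 higher and 16 lower, with 2118 at an unadjusted p under 0.05. The paper does not report these comparisons. Among 100 splits of the saline-infused mice, drawn from 126, 1 gave as many genes, the real split, and the largest number in another was 58. Among 100 splits of the Ang II-treated mice, 5 gave as many, so the 19 genes were not separated from chance. Without single mice the first count was 24 without X2406, 66 without X2403, 112 without X2373, 185 without X2370, 308 without X2376, 358 without X2401, 424 without X2372 and 1726 without X2409. The second was 0 without X2350, X2352, X2358 or X2384 (1463 to 2024 genes at an unadjusted p under 0.05), 2 without X2385, 5 without X2386, 8 without X2359, 116 without X2383, 285 without X2380 and 553 without X2356. The clock score, the evening genes minus the morning genes, fell by 2.79 on the log2 scale with Ang II in IKKβ-/- mice (exact permutation p = 0.00794, 5 of 5 mice below every saline-infused mouse). It was higher in IKKβ-/- than in IKKβ+/+ mice by 2.89 with saline (exact permutation p = 0.0556) and by 1.38 with Ang II (exact permutation p = 0.00794). With the clock score as a covariate, the number of genes was 0 for both comparisons, with 1597 and 1467 at an unadjusted p under 0.05. Tissue taken at different times of day is a candidate explanation for the clock genes. A shift of the clock by the genotype or by Ang II stays open, and the time of day at which tissue was taken was not given.

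In IKKβ+/+ mice the score of interferon-γ targets fell by 1.36 on the log2 scale with Ang II (exact permutation p = 0.00794, 5 of 5 mice below every saline-infused mouse), with a median log2 fold change of -1.47 over 23 genes, of which 19 were lower past the threshold. The cell division score fell by 0.99 on the same scale (exact permutation p = 0.00794, 5 of 5 mice), with a median of -1.11 over 26 genes. The glucocorticoid score rose by 0.89 (exact permutation p = 0.00794, 5 of 5 mice), with a median of 1.01 over 14 genes. In IKKβ-/- mice the medians were -0.85, -1.25 and 0.25. Interferon targets and cell division genes fell in both genotypes, and their difference between genotypes had a permutation p of 0.198 and 0.651. Ang II is the difference that the design names. A batch of mice was not separable from the groups. With the clock score as a covariate the changes of these scores were -1.39 (standard error 0.33), -1.04 (standard error 0.39) and 0.99 (standard error 0.20), and with each mouse's trend with transcript length removed -1.35 (standard error 0.27), -0.95 (standard error 0.35) and 0.90 (standard error 0.19), against -1.36, -0.99 and 0.89 as measured. This argues against clock phase and against a bias with transcript length as the whole cause. Both corrections were chosen only after the results were seen.

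The mice were also split at random into groups of the same sizes. For Ang II in IKKβ+/+ mice, 1 of 100 splits of the mice, drawn from 126, gave as many genes, the real split, and the largest number in another was 191. For IKKβ-/- mice 4 of 100 splits gave at least 785 genes. For the difference between genotypes 0 genes passed, so all 100 splits had to give at least as many and the count decides nothing. For the number of gene lists that camera called, 15 of 100 splits gave as many in IKKβ+/+ mice, 59 of 100 in IKKβ-/- mice and 10 of 100, drawn from 31752, for the difference. The median number of lists over the splits was 16, 15 and 16 of 31, so the number of lists called by camera was not separated from other splits of the mice.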

How the results depend on the processing

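DESeq2 without the filter on low values, the clock score as a covariate, the removal of a trend with transcript length, the adipocyte score as a covariate for lists other than fatty acid oxidation and the permutation of treatments within each genotype were chosen only after the results were seen. The other alternatives were set with the tests. No paired analysis was possible because the mice carry individual numbers and the text does not give the litter or batch of each mouse. Unless a cause is named, the cause was not tested.

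For Ang II in IKKβ+/+ mice, 1286 genes became 2074 with array quality weights (1236 of the same genes), 440 with the clock score as a covariate, and, by the stricter thresholds themselves, 638 at an adjusted p under 0.05 and 752 at a fold change above 1.5. The other alternatives gave 1022 to 1918. For IKKβ-/- mice, 785 genes became 295 with only the groups compared in the fit, 24 with the adipocyte score, 44 with the clock score, 1190 with DESeq2 without the filter and 412 at an adjusted p under 0.05. For the difference between genotypes, 0 genes became 76 with array quality weights, 3 with edgeR and 277 with DESeq2, and 0 with a pseudocount of 4, no filter, TMM scaling, the clock score and the stricter thresholds (1533 to 2034 genes at an unadjusted p under 0.05). For IKKβ-/- against IKKβ+/+ mice with saline, 812 genes became 1420 with only the groups compared, 1902 with array quality weights, 1436 with DESeq2, 0 with the clock score (1597 at an unadjusted p under 0.05), 136 at an adjusted p under 0.05 and 504 at a fold change above 1.5. With Ang II, 19 genes became 1 with only the groups compared, 522 with DESeq2, 0 with the clock score (1467 at an unadjusted p under 0.05) and 0 at an adjusted p under 0.05.

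Across the fits that each left out 1 mouse, the counts ranged from 428 (X2350) to 1915 (X2356) for Ang II in IKKβ+/+ mice, from 435 (X2406) to 1082 (X2383) in IKKβ-/- mice, from 0 to 79 (X2356) for the difference, from 24 (X2406) to 1726 (X2409) between genotypes with saline and from 0 to 553 (X2356) with Ang II. The 11 cholesterol enzymes past the threshold ranged from 6 (X2350) to 12 (X2370), and were 4 with the clock score. Enzymes with a fold change above 1.2 stayed between 14 and 16.

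With the correlation estimated, 0 lists passed camera in IKKβ+/+ mice, IKKβ-/- mice and for the difference. All lists that had passed were thus lost, 22 in IKKβ+/+ mice, 13 in IKKβ-/- mice and 22 for the difference. The medians given here are those of the main analysis. In IKKβ+/+ mice the lists lost included cholesterol enzymes (0.92), ribosome biogenesis (0.30), oxidative phosphorylation (0.16), UPR (0.26), mTORC1-responsive (0.32) and fibrosis genes (0.39). In IKKβ-/- mice they included ribosome biogenesis (0.11), UPR (0.26), mTORC1-responsive (0.17) and fatty acid oxidation genes (0.25). For the difference they included cholesterol enzymes (-0.85), ribosome biogenesis (-0.24), ribosomal proteins (-0.21), oxidative phosphorylation (-0.19), mTORC1-responsive (-0.23), fibrosis (-0.25) and fatty acid oxidation genes (0.25). Under fry 4 lists passed in IKKβ-/- mice and 1 for the difference. The lists named above for the difference were lost under fry too. In IKKβ+/+ mice 20 lists passed under fry, and those lost included oxidative phosphorylation (0.16) and mitochondrial mRNAs. In IKKβ-/- mice those lost included ribosome biogenesis (0.11), mTORC1-responsive (0.17) and fatty acid oxidation genes (0.25). With the adipocyte score as a covariate the fatty acid oxidation list (0.034 in IKKβ-/- mice and a difference of 0.025), the Fig. 3D list of it (0.016 and 0.050) and the differences for fibrosis genes (-0.085) and interferon-γ targets (0.10) no longer passed, while in IKKβ-/- mice oxidative phosphorylation (-0.14), ribosomal proteins (-0.097) and fibrosis genes (0.30), and for the difference UPR genes (0.21), mitochondrial mRNAs (-0.94) and cell division genes (-0.63), newly passed. Ribosome biogenesis in IKKβ-/- mice no longer passed with array quality weights (0.082) or the clock score (0.018). In the same mice the Fig. 3D UPR (0.27 and 0.12) and fibrosis lists (0.27 and 0.39) were lost with both, and that of ribosome biogenesis (0.10) with the clock score. In all, 523 results of single lists kept direction and side of the threshold under these alternatives, 76 became weaker, 10 stronger and 21 reversed, and with a mouse left out 617, 13, 15 and 39.

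Some medians near 0 reversed. These were fatty acid oxidation in IKKβ+/+ mice without the filter (-0.0018), with array quality weights (-0.0092), with the adipocyte score (-0.00063) and with the clock score (-0.00029), and the Fig. 3D list of it with array quality weights (-0.044). In IKKβ-/- mice they were cholesterol enzymes (-0.10), fibrosis genes (-0.058) and Fig. 3D sterol genes (-0.10) with the clock score, mitochondrial mRNAs (-0.20, 0.15 in the main analysis) and Fig. 3D oxidative phosphorylation (-0.059, 0.12 in the main analysis) with the adipocyte score, oxidative phosphorylation with array quality weights (0.038) and edgeR (0.0030), and NF-κB targets with a pseudocount of 4 (-0.034), array quality weights (-0.0061), DESeq2 (-0.0061) and the length trend removed (-0.0077). The difference for NF-κB targets reversed with a pseudocount of 4 (0.0072), without the filter (0.0071), with edgeR (0.057), DESeq2 (0.049) and the clock score (0.055).

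When 1 mouse was left out, these results changed direction or call. In IKKβ+/+ mice fatty acid oxidation ranged from -0.042 (X2356) to 0.039 (X2370) and the Fig. 3D list of it from -0.030 (X2356) to 0.12 (X2370). In IKKβ-/- mice cholesterol enzymes ranged from -0.080 (X2380) to 0.089 (X2409), ribosome biogenesis from 0.068 (X2380) to 0.16 (X2385), ribosomal proteins from -0.093 (X2409) to 0.029 (X2383), oxidative phosphorylation from -0.065 (X2384) to 0.038 (X2403), mitochondrial mRNAs from -0.26 (X2409) to 0.65 (X2406), fibrosis genes from 0.072 (X2406) to 0.22 (X2384), NF-κB targets from -0.11 (X2409) to 0.083 (X2383), Fig. 3D ribosome biogenesis from 0.16 (X2380) to 0.33 (X2403), Fig. 3D UPR genes from 0.18 (X2384) to 0.31 (X2386), Fig. 3D fibrosis genes from 0.14 (X2380) to 0.45 (X2383), Fig. 3D oxidative phosphorylation from -0.039 (X2409) to 0.40 (X2383) and Fig. 3D sterol genes from -0.12 (X2380) to 0.18 (X2385). For the difference, UPR genes ranged from -0.0031 (X2406) to 0.16 (X2403), NF-κB targets from -0.14 (X2409) to 0.30 (X2383), cell division genes from -0.81 (X2409) to -0.075 (X2383), mitochondrial mRNAs from -1.04 (X2409) to -0.15 (X2406) and Fig. 3D fibrosis genes from -0.67 (X2380) to -0.055 (X2385). Of the single genes with Ang II in IKKβ+/+ mice, Fdps no longer passed in 1 of 10 fits (without X2350) and Idi1 in 7 of 10, with a log2 fold change of 1.01 (X2350) to 1.67 (X2356). Between genotypes, Ciart (1 of 9 fits) and Abca6 (3 of 9) with saline and Lrp8 (7 of 10), Acbd4 (7 of 10) and Col15a1 (5 of 10) with Ang II no longer passed, and Ccn2 with Ang II newly passed in 1 of 10. The numbers of lists that camera called stayed at 22 to 24, 9 to 16 and 21 to 25.

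Of the single genes under the other alternatives, 256 results kept direction and side of the threshold, 5 became weaker and 1 stronger, and of those with a mouse left out 295 kept them, 31 became weaker and 1 stronger. Of the 39 scores compared between genotypes in the effect of Ang II, 10 had a permutation p under 0.05 and 8 an adjusted p under 0.1 with the genotypes permuted within each treatment, and 6 and 0 with the treatments permuted within each genotype. Neither is exact when genotype and Ang II both have effects. PC1 held 25.1% of the variance with the 500 genes of largest variance, and PC2 17.0% with scaled values and 18.2% with the 500 genes. Genes near 0 reads, among them most neuronal genes of Fig. S3A, were below what this depth can test.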

Differences from the paper's values

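Of 28 values of the paper compared, 2 differed. Counts were taken to differ when one was more than 1.5 times the other, and log2 fold changes when their signs differed or they lay apart by more than the standard error of limma, and a lower bound when it was more than 1.5 times the paper's fold change. By this rule the 1286 genes found in IKKβ+/+ mice did not differ from the paper's 1917.

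The number of genes higher with Ang II in IKKβ+/+ mice was 643, against the paper's about 1100 in Fig. 1A, read by eye. Of the alternatives set before the data were examined, 922 genes with only the groups compared in the fit, 1005 with array quality weights, 753 with the edgeR quasi-likelihood test and 1048 with DESeq2 on the recovered reads no longer differed from it. The number still differed with a pseudocount of 4 (653), no filter on low values (508), TMM scaling (615), the neuronal score as a covariate (624), an adjusted p under 0.05 (322) and a fold change above 1.5 (303). With DESeq2 without the filter, chosen after seeing the values, it was 1083. With the clock score as a covariate, also chosen after seeing the values, it was 203.

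The log2 fold change of Il11 in IKKβ+/+ mice was 3.35, against the paper's about 4.9 in Fig. 1A, read by eye. Of the alternatives set before the data were examined, edgeR gave 4.89 and DESeq2 4.93 and no longer differed. It still differed with a pseudocount of 4 (2.94), no filter (3.35), only the groups compared in the fit (3.35), array quality weights (2.60) and TMM scaling (3.34). DESeq2 without the filter, chosen after seeing the values, gave 4.93.

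All differentially expressed genes in IKKβ+/+ mice numbered 1286, against the paper's 1917. DESeq2 on the recovered reads gave 1883, only the groups compared in the fit 1904 and array quality weights 2074. DESeq2 without the filter, chosen after seeing the values, gave 1918. Klb was at least 29.1-fold higher with Ang II in IKKβ-/- mice (17.7-fold without X2384), a log2 fold change of at least 4.86, against the paper's about 7.2 in Fig. S3A, read by eye, and edgeR and DESeq2 gave 6.86 and 7.17.

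The paper states that the most induced UPR transcripts, shown in Fig. 3D, are less or not induced in IKKβ-/- mice. The score of these 15 genes went the same way, with a rise of 0.89 in IKKβ+/+ and 0.14 in IKKβ-/- mice. The broader list did not. The 50 genes of the broader UPR list had a median log2 fold change of 0.26 in both genotypes and a difference of 0.10 (adjusted p = 0.322 from camera with Benjamini-Hochberg adjustment). The paper states that ribosome biogenesis is not induced in IKKβ-/- mice. The 99 genes of that list had a median of 0.11 (adjusted p = 0.0333, same test), which did not pass under fry. The paper finds pathways of cell proliferation among the genes induced in IKKβ+/+ mice. Here the 26 cell division genes had a median of -1.11 (adjusted p = 1.55e-06, same test). By qPCR the paper reports Tagln, Myh11 and Atg5 as increased after 24 h of Ang II in its IKKβ-deficient model. In these libraries none of these genes was higher in IKKβ-/- than in IKKβ+/+ mice with Ang II. The score of contractile genes changed with Ang II by 0.42 in IKKβ+/+ and by -0.18 in IKKβ-/- mice.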

Other observations

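The tests of transcript length were chosen only after the results were seen. The tests of neuronal genes were written before them.

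The neuronal list has 35 genes, of which 14 were tested, and 1 of these had a group at the floor. Its score in Ang II-treated IKKβ+/+ mice lay above every saline-infused mouse in 2 of 5 mice. X2356 had 825 normalized counts of Th and 855 of Snap25, X2350 had 98.5 and 92.1, and the other Ang II-treated IKKβ+/+ mice had at most 1.9 of either. Ganglion tissue carried along in a few libraries is a candidate explanation. In IKKβ-/- mice 1 of 5 lay above every saline-infused mouse, and with so few reads ganglion tissue and a change of these genes cannot be told apart. The neuronal score as a covariate left 1236 differentially expressed genes in IKKβ+/+ mice.

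Across genes, which are not independent replicates, the change with Ang II went with transcript length in IKKβ+/+ mice (Spearman rho of limma's statistic with length -0.179) and less so in IKKβ-/- mice (-0.0227), with 0.134 for the difference, -0.290 between genotypes with saline and -0.160 with Ang II. Ribosomal proteins and nuclear oxidative phosphorylation genes are short. After the trend with length was removed, the median difference between genotypes was -0.15 for ribosomal proteins (-0.21 before) and -0.089 for nuclear oxidative phosphorylation genes (-0.19 before). A bias for short transcripts in some libraries may therefore account for part of these differences, and cannot be told apart from a change of the genes because the trend is fitted on the same genes.

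Transcripts that the paper measures by qPCR at 24 h were also read in the libraries. The rise of Tagln, Myh11 and Atg5 that the paper reports in its IKKβ-deficient model with Ang II was not seen in them. Tagln had a log2 fold change with Ang II of 0.66 in IKKβ+/+ mice (adjusted p = 0.0653 from limma with Benjamini-Hochberg adjustment) and 0.04 in IKKβ-/- mice, Myh11 0.21 and -0.22, Atg5 0.14 and 0.10, and Vcam1 -0.55 and -0.56. Ccn2 had 1.06 in IKKβ+/+ mice (adjusted p = 0.142 from limma with Benjamini-Hochberg adjustment) and -1.05 in IKKβ-/- mice. Between IKKβ-/- and IKKβ+/+ mice with Ang II the log2 differences were -0.13 for Tagln, -0.19 for Myh11, -0.062 for Atg5 and -0.27 for Vcam1 (adjusted p of at least 0.638 from limma with Benjamini-Hochberg adjustment), and -1.24 for Ccn2 (adjusted p = 0.212, same test, and -1.40 with adjusted p = 0.046 in DESeq2).

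Reactome's smooth muscle contraction set had a median log2 fold change of 0.22 in IKKβ+/+ and -0.10 in IKKβ-/- mice, and a difference of -0.34 (adjusted p = 0.000964 from camera with Benjamini-Hochberg adjustment). The striated muscle contraction set had 0.25 and -0.59, and a difference of -0.86 (adjusted p = 7.51e-06, same test), and was the list that passed under fry for the difference. The inflammatory NF-κB targets had 0.00 in IKKβ-/- mice and a difference of -0.03 (adjusted p = 0.872, same test). The fibrosis list had 0.15 in IKKβ-/- mice (adjusted p = 0.262, same test) and a difference of -0.25 (adjusted p = 0.0033, same test). Over mice, the fibrosis score was lower in IKKβ-/- than in IKKβ+/+ mice with Ang II by -0.63 on the log2 scale (exact permutation p = 0.0159, 4 of 5 mice below every IKKβ+/+ mouse). In IKKβ-/- mice Reactome's cytokine signalling set had -0.03, its mitochondrial translation set 0.09, its translation elongation set -0.03, its respiratory electron transport set 0.00 and its UPR set 0.07.

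The median log2 fold changes of the marker lists with Ang II in IKKβ+/+ and IKKβ-/- mice were 0.10 and 2.11 for adipocytes, -0.44 and 1.36 for brown adipocytes, 1.25 and 0.10 for neurons, 0.34 and 0.54 for adrenal genes (3 genes), 0.87 and -2.22 for liver, -0.13 and -0.39 for pancreas (2 genes), -0.29 and -0.77 for skeletal muscle, -0.10 and 0.57 for Schwann cells and 0.49 and -0.26 for mesothelium (2 genes). They were -0.67 and -0.14 for endothelium, -0.56 and 0.01 for fibroblasts, 0.28 and -0.20 for contractile smooth muscle genes, -0.26 and 0.10 for macrophages, 0.28 and 1.07 for neutrophils, -0.46 and 0.28 for lymphocytes and -0.27 and 0.58 for erythrocytes. Morning clock genes had 0.81 and 0.64, evening clock genes -0.65 and -1.63, glucocorticoid targets 1.01 and 0.25, and immediate early genes -0.04 and -1.33. Of the 39 differences between genotypes in scores, 10 had a permutation p under 0.05.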
